# Cell fate decisions of human iPSC-derived bipotential hepatoblasts depend on cell density

**DOI:** 10.1371/journal.pone.0200416

**Published:** 2018-07-10

**Authors:** Nina Graffmann, Audrey Ncube, Wasco Wruck, James Adjaye

## Abstract

During embryonic development bipotential hepatoblasts differentiate into hepatocytes and cholangiocytes- the two main cell types within the liver. Cell fate decision depends on elaborate interactions between distinct signalling pathways, namely Notch, WNT, TGFβ, and Hedgehog. Several *in vitro* protocols have been established to differentiate human pluripotent stem cells into either hepatocyte or cholangiocyte like cells (HLC/CLC) to enable disease modelling or drug screening. During HLC differentiation we observed the occurrence of epithelial cells with a phenotype divergent from the typical hepatic polygonal shape- we refer to these as endoderm derived epithelial cells (EDECs). These cells do not express the mature hepatocyte marker ALB or the progenitor marker AFP. However they express the cholangiocyte markers SOX9, OPN, CFTR as well as HNF4α, CK18 and CK19. Interestingly, they express both E Cadherin and Vimentin, two markers that are mutually exclusive, except for cancer cells. EDECs grow spontaneously under low density cell culture conditions and their occurrence was unaffected by interfering with the above mentioned signalling pathways.

## Introduction

*In vitro* differentiation of human pluripotent stem cells (hPSCs) into hepatocyte like cells (HLCs) or cholangiocyte like cells (CLCs) provide valuable tools for modelling hepatogenesis, studying liver-associated diseases, assessing toxicology and for drug screenings. Several protocols have been established to obtain one or the other cell type [1–10]. The success of differentiation highly depends on the quality of the pluripotent stem cells, the initial seeding density of the culture and the proliferation rate of the cells. The ultimate goal is to obtain a pure population of HLCs which have Cytochrome P450 enzyme activity and recapitulate disease associated phenotypes [4–6] or CLCs which are able to form ductual structures in a 3D culture system [7–10].

Bipotential hepatoblasts give rise to hepatocytes and cholangiocytes *in vivo* [11–13]. Hepatocytes are the most abundant cell type in the liver and responsible for metabolism, nutrient storage and drug detoxification. Cholangiocytes are epithelial cells which line the bile ducts that draw through the liver parenchyme and transport bile into the gall bladder. Several signalling pathways have been shown to be involved in the cell fate decision making between hepatocytes and cholangiocytes.

Notch signalling is crucial for the development of cholangiocytes. Impaired Notch signalling due to *JAGGED1* (*JAG1*) or *NOTCH2* mutations causes Alagille Syndrome, a disease that manifests in the liver by a reduction of bile ducts in combination with cholestasis [14–16]. Bile ducts form during liver development next to the portal vein. Bipotential hepatoblasts are specified towards the cholangiocyte fate by Notch signalling, mediated by Notch2 [17, 18]. They form the ductal plate which is the starting point for bile-duct tubulogenesis [17]. Notch signalling in cells adjacent to this first layer of cholangiocytes induces tubulogenesis. After the first ductal structures have formed, all cells lining the duct differentiate towards cholangiocytes [17]. Interestingly, NOTCH3 is the only family member that directs hepatoblasts towards hepatocytes [19].

Susceptibility to Notch signalling depends on transforming growth factor (TGF) β-signalling. As cells of the periportal mesenchyme are major sources for TGFβ secretion, a gradient with decreasing concentrations forms along the periportal-parenchyme axis [20, 21]. Cells near the periportal region are most strongly stimulated by TGFβ and they are the first to form the ductal plate as described above.

Additionally, wingless-type MMTV integration site family (WNT) signalling has been proposed to be involved in hepatic cell fate specification, however, to date contradictory results preclude an unambiguous assignment of its exact role in this process. Several studies have indicated that WNT-β-catenin signalling promotes cholangiocyte and not hepatocyte fate [22, 23], while Cordi *et al*. recently demonstrated that β-catenin is not necessary for biliary development but that its overexpression perturbs cholangiocyte differentiation as well as bile duct morphogenesis [24].

Finally, Hedgehog (Hh) is involved in the complex signalling orchestra that regulates hepatic cell fate. Bipotential hepatoblasts produce and respond to Hh ligands. This dual capacity is retained in cholangiocytes, while healthy hepatocytes lose the ability to produce Hh ligands or to react to its signals. However, upon liver injury they regain the ability to produce Hh ligands [25].

During HLC differentiation *in vitro*, we often observed cells with an epithelial but non-polygonal morphology lacking HLC characteristics occurring at areas of the dish where cell density is low. Here we set out to characterize these cells and applied distinct pathway inhibitors with the aim to reduce their appearance during HLC differentiation and maybe increase the homogeneity of HLC populations.

## Materials and methods

### Ethics statement

The use of iPSC lines for this study was approved by the ethics committee of the medical faculty of Heinrich-Heine University under the number 5013.

### Cell culture

The human ESC line H1 was purchased from WiCell Research Institute (Madison, WI, USA), human iPSCs were generated as described in [26, 27].

hPSCs were cultured on matrigel (Corning) coated plates with Stem MACS (Miltenyi) or TSR E8 medium (Stemcell Technologies). Medium was changed on a daily basis. Spontaneously differentiated cells were removed manually if necessary. For differentiation, cells were split onto matrigel coated plates and kept in the stem cell medium for another 16-24h. Afterwards, HLC differentiation was performed as described previously [1]. In brief, cells were first differentiated towards definitive endoderm (DE) using DE medium: 96% RPMI 1640, 2% B27 (without retinoic acid), 1% Glutamax (Glx), 1% Penicillin/Streptomycin (P/S) (all Gibco), 100 ng/ml Activin A (Peprotech) and for the first day 2.5 μM Chir99021 (Tocris). After 5 days the medium was changed to one favouring hepatic endoderm (HE): 78% Knockout DMEM, 20% Knockout serum replacement, 0.5% Glx, 1% P/S, 0.01% 2-Mercaptoethanol (all Gibco) and 1% DMSO (Sigma), which was used for an additional 4 days. In order to induce endoderm derived epithelial cells (EDEC) differentiation, HE cells were split and plated onto matrigel coated plates on day 9 of the differentiation. Cell density has to be low to induce EDEC differentiation, which was achieved by seeding 25,000/cm^2^ after splitting at the HE stage. On day 10 the differentiation was continued with HLC medium: 82% Leibovitz 15 medium, 8% fetal calf serum, 8% Tryptose Phosphate Broth, 1% Glx, 1% P/S (all Gibco) with 1 μM Insulin (Sigma), 10 ng/ml hepatocyte growth factor (HGF) (Peprotech), 20 ng/ml Oncostatin M (OSM) 209 a.a. (Immunotools), 25 ng/ml Dexamethasone (DEX) (Sigma) (Fig 1A). During the course of differentiation towards the DE, HE and the beginning of the HLC/EDEC stage, medium was changed daily, but at later time points every other day.

**Fig 1:**
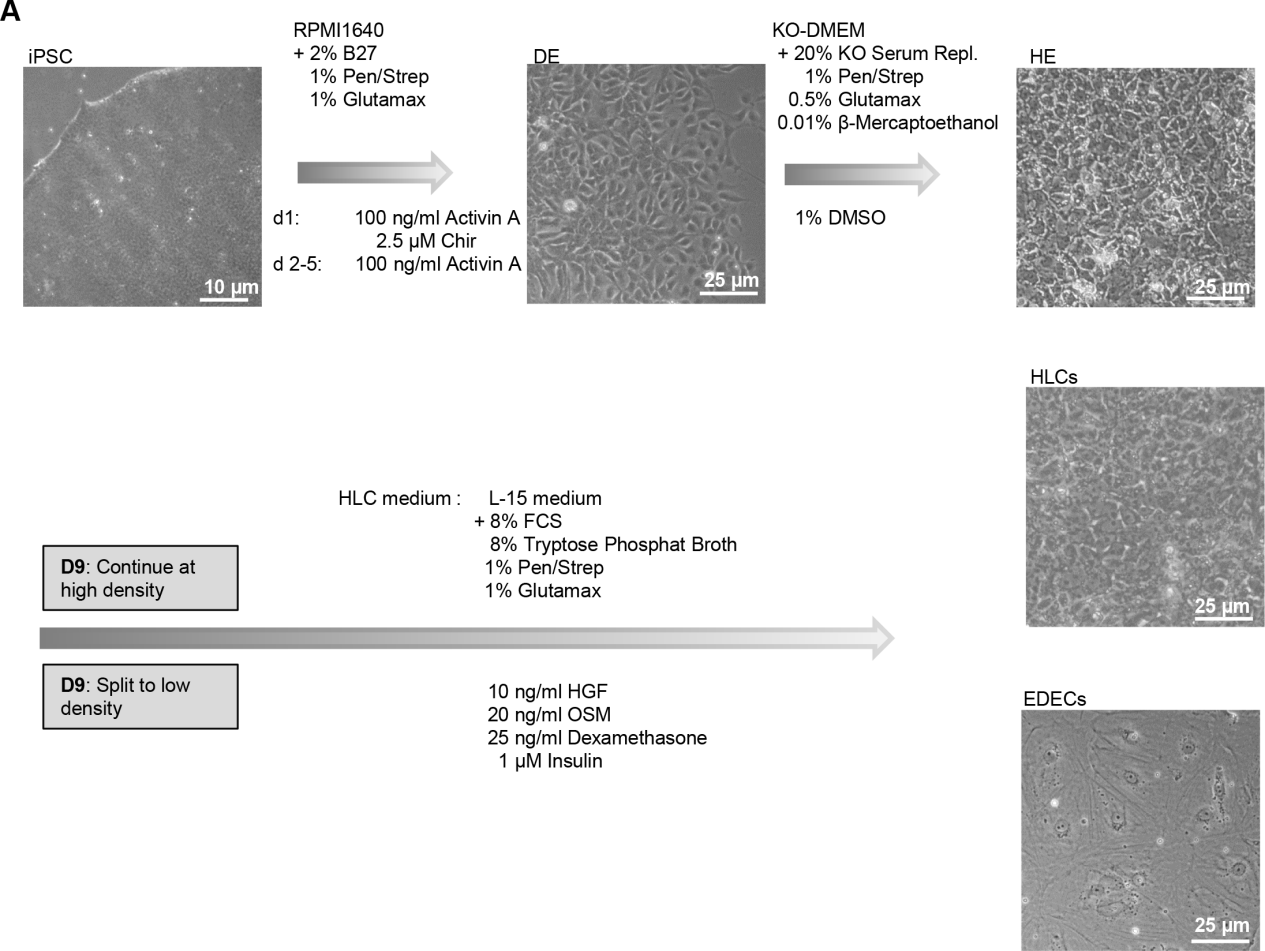
Differentiation of hPSCs into hepatocyte like cells (HLCs) and endoderm derived epithelial cells (EDECs). hPSCs were differentiated into hepatic endoderm (HE) which consists of bipotential hepatoblasts. Afterwards, cultures were either continued unperturbed in order to obtain HLCs, or split and replated at low density to obtain EDECs. Morphological changes were documented for each stage.

In order to switch cell fate after HE stage, several signaling pathways were inhibited or activated with small molecules listed in S1 Table.

### Immunocytochemistry

Cells were fixed with 4% paraformaldehyde for 15 min. Unspecific binding sites were blocked by incubating 2 h at room temperature with blocking buffer (1x PBS with 10% normal goat or donkey serum, 1% BSA, 0.5% Triton and 0.05% Tween). Antibodies were diluted in blocking buffer diluted 1:2 with 1x PBS (S2 Table). Primary antibodies incubated overnight at 4°C. Cells were washed three times with 1x PBS/ 0.05% Tween and incubated with the secondary antibody for 2 h at room temperature. Cells were washed as above and images captured using a fluorescence microscope (LSM700, Zeiss). For extracellular stainings blocking and wash buffer without detergents were used. DNA was stained with Hoechst 33258 (Sigma). Individual channel images were processed and merged with Photoshop CS6 or Fiji.

#### RNA isolation and quantitative real time PCR (qRT-PCR)

Up to 500,000 cells were lysed in 500 μl Trizol and RNA was isolated with the Direct-zol™ RNA Isolation Kit (Zymo Research) according to the user’s manual. On-column DNase digestion was performed. 500 ng of RNA were transcribed into cDNA using the TaqMan Reverse Transcription (RT) Kit (Applied Biosystems). In the case of H1 derived EDECs also cRNA obtained from Affymetrics Array preparation was transcribed into cDNA using the TaqMan RT kit with random hexamers instead of oligo-dT primers. Primers for qRT-PCR were purchased from MWG (S3 Table). Real time PCR was performed in technical triplicates of biological duplicates with Power Sybr Green Master Mix (life technologies) on a VIIA7 (life technologies). In the case of H1 derived EDECs with and without inhibitor only one biological sample was analyzed. Mean Ct values were normalized to RPS16 as a housekeeping gene and fold change was calculated relative to the controls. Results are depicted as mean values (log2) with standard error of the mean (SEM). P-Values were calculated with two-tailed student’s t-tests (*** = p-value < 0.001, ** = p-value < 0.01, * = p-value < 0.05).

### Transcriptome and bioinformatics analysis

Microarray experiments were performed employing the Affymetrix PrimeView chip (BMFZ, Düsseldorf). Details of data analysis are given in Supplementary materials and methods.

### Biochemical activity assays

Cytochrome P450 3A4 (CYP3A4) activity was measured in technical triplicates with the respective P450 Glo assay from Promega, according to the recommendations. Supernatants were stored from every step of the differentiation process and urea content was measured in technical duplicates of biological duplicates with the QuantiChrom Urea Assay (Bioassay systems) according to the manufacturer’s recommendations. Results are depicted as mean values with standard error of the mean (SEM) in case of the CYP3A4 assay and standard deviation in case of urea measurement. P-Values were calculated with two-tailed student’s t-tests (*** = p-value < 0.001, ** = p-value < 0.01, * = p-value < 0.05).

## Results and discussion

### Differentiation of hPSCs in high and low density conditions

During *in vitro* differentiation of hPSCs into hepatocyte like cells (HLCs), we frequently observed cells with atypical morphology, predominantly at the borders of densely grown colonies. As these cells only occur at regions of low cellular density, we reasoned that they require only lose cell-cell contact in combination with enough space for growth. The cells are of endodermal origin and have an epithelial morphology but are much larger than HLCs or cholangiocyte like cells (CLCs). In order to characterize these endoderm derived epithelial cells (EDECs), we tried to produce a pure population by reducing cellular density during HLC differentiation. To this end, we differentiated two iPSC lines as well as H1 ESCs into bipotential hepatoblasts by following our recently published protocol for hepatocyte differentiation until the stage of hepatic endoderm (HE) [1]. The iPSC lines were derived from human fetal foreskin (HFF) [26] and human amniotic fluid (AF) cells [28], respectively. hPSCs changed their morphology upon induction of definitive endoderm (DE) and the typical loose and petal-like morphology became visible (Fig 1A upper row, middle panel). HE induction started after five days. At the end of this stage, the morphology of the cells resembled the typical polygonal structure of hepatocytes (Fig 1A upper row, right panel). We then either split and replated the HE cells at a low density in order to obtain an enriched population of the uncharacterized cells or we left the densely populated plates untouched for obtaining HLCs. From the next day on, culture medium was replaced with HLC medium and differentiation was continued for an additional five days. Cells cultivated at a high density only marginally changed their morphology and maintained the polygonal morphology which is typical of HLCs (Fig 1A middle row, right). However, cells split and replated at low density underwent dramatic morphological changes. They still had the typical epithelial cell-cell contact but were rather large with a flat and irregular shape. Interestingly, pronounced intracellular structures, which resemble parts of the cytoskeleton, as well as dark granula became visible (Fig 1A lowest row, right).

### EDECs resemble CLCs but are Vimentin positive

The two iPSC lines as well as H1 ESCs were differentiated into HLCs and EDECs and stained for expression of characteristic markers at the respective end-stages. HLCs expressed Albumin (ALB) and Alpha Fetoprotein (AFP) as well as Cytokeratin 19 (CK19) and HNF4α (Fig 2A–2C), while EDECs were negative for ALB and AFP but expressed high levels of CK19 as well as HNF4α (Fig 2D–2F).

**Fig 2:**
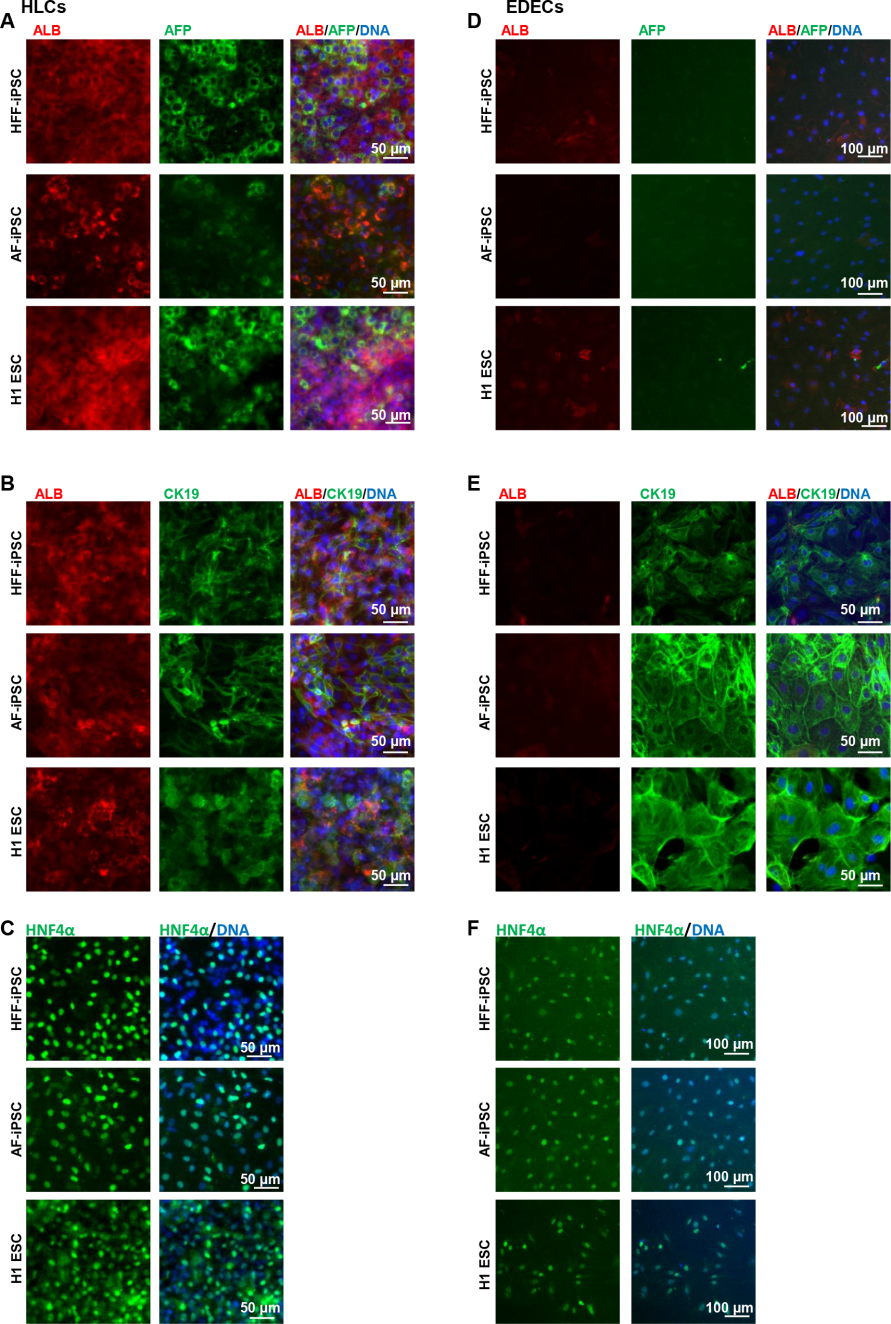
Expression of characteristic hepatocyte markers in HLCs and EDECs. Two iPSC lines and one ESC line were differentiated into either HLCs (A-C) or EDECs (D-F) and stained for the expression of characteristic hepatocyte markers.

To test whether EDECs are related to cholangiocytes, we analysed the expression of characteristic markers for this cell type by immunocytochemistry. The cholangiocyte specific transcription factor SOX9 and the multifunctional protein osteopontin (OPN) were almost not present in HLCs at the protein level (Fig 3A and 3B). However, we could detect low level expression of the transporter Cystic Fibrosis Transmembrane Conductance Regulator (CFTR), but the protein was not as expected localized within the membrane, but in the cytoplasm (Fig 3C).

**Fig 3:**
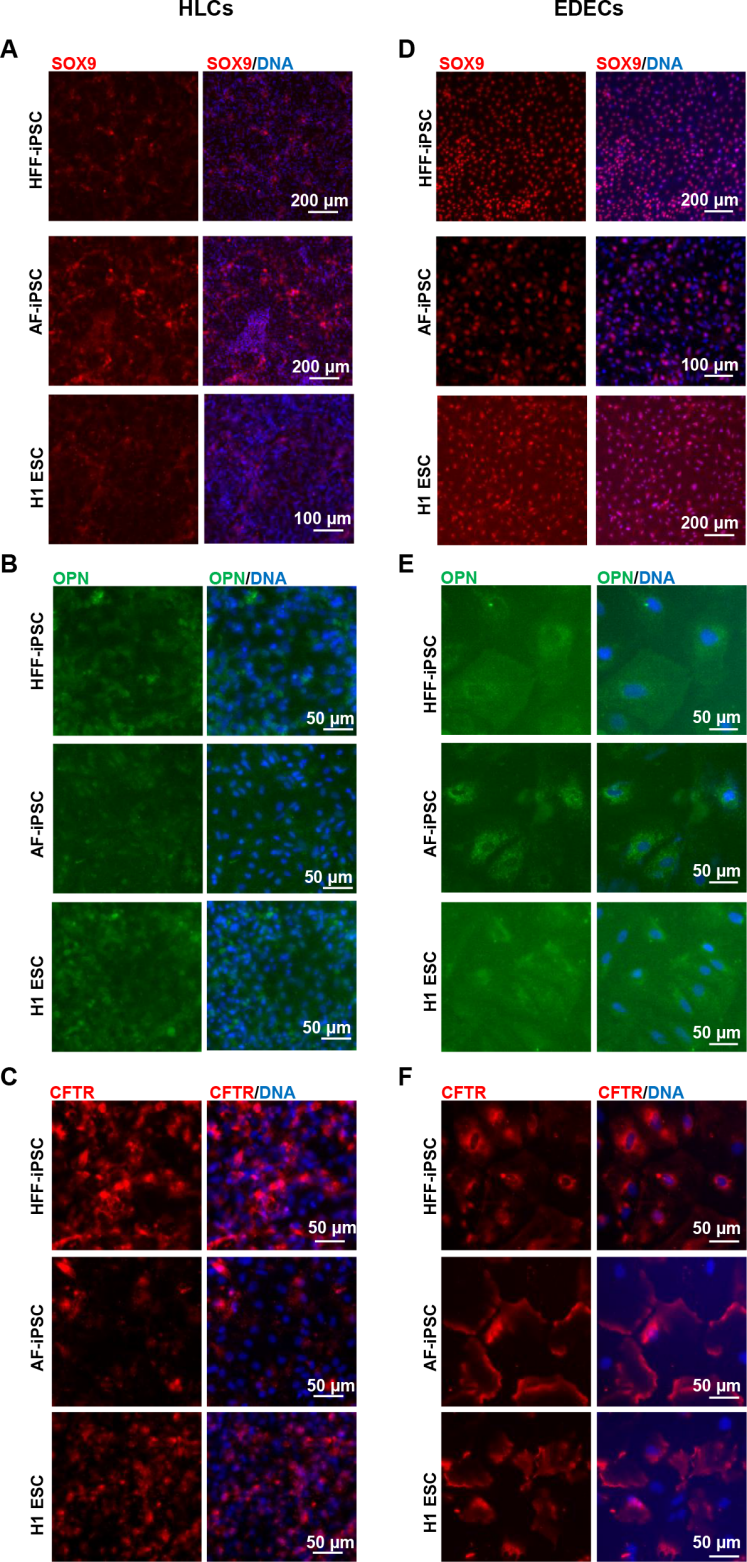
Expression of characteristic cholangiocyte markers in HLCs and EDECs. Two iPSC lines and one ESC line were differentiated into either HLCs (A-C) or EDECs (D-F) and stained for the expression of characteristic cholangiocyte markers.

In contrast, EDECs expressed SOX9 as well as weak levels of OPN and they were highly positive for CFTR which is clearly localized within the cell membrane as expected in cholangiocytes (Fig 3D–3F).

Both HLCs and EDECs expressed E-Cadherin (ECAD), which is characteristic of epithelial cells (Fig 4A and 4B). However, RT-PCR revealed that they also expressed *Vimentin* (*VIM*, Fig 4C) an intermediate filament protein which defines mesenchymal cells. Its co-expression with ECAD has so far only been described in cancerous cells which undergo epithelial-to-mesenchymal transition [29]. EDECs were negative for *CDX2* expression, a transcription factor that is characteristic of intestinal cells (Fig 4C). GFAP, a marker for stellate cells, was only marginally expressed (Fig 4D).

**Fig 4:**
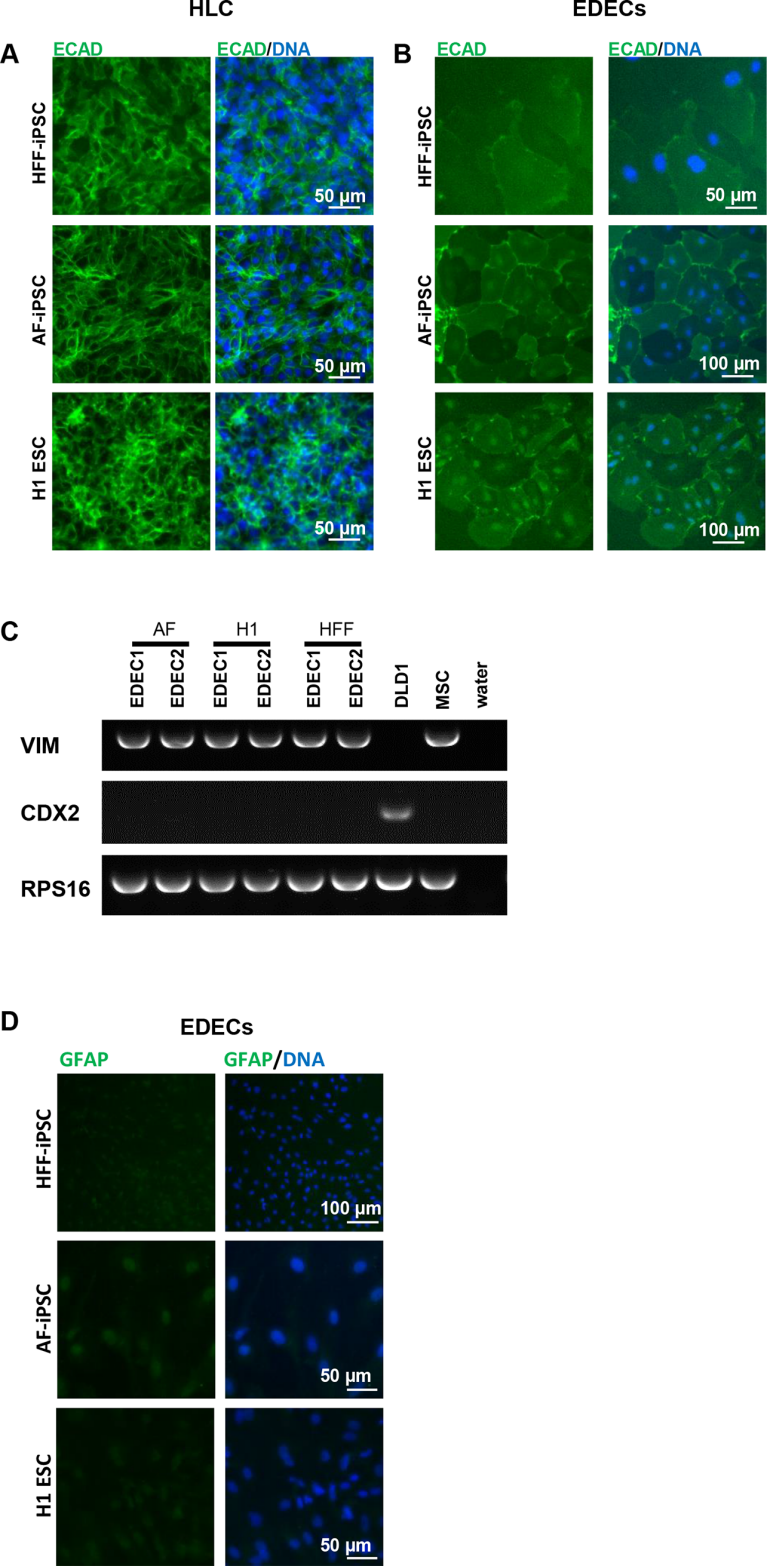
EDECs express a unique combination of markers. Two iPSC lines and one ESC line were differentiated into either HLCs (A) or EDECs (B-D) and marker expression was analysed. (A,B) Immunocytochemistry for ECAD. (C) Endpoint RT-PCR for *VIM* and *CDX2*. cDNA derived from mesenchymal stem cells (MSCs) and from the colon cancer line DLD1 served as positive controls for *VIM* and *CDX2* expression, respectively. (D) Immunocytochemistry for GFAP.

HE cells which have the potential to differentiate into HLCs, CLCs and also EDECs were positive for all investigated markers that are known to be expressed in the immature stages of either HLCs or EDECs, namely AFP, CK19, HNF4α, SOX9, and ECAD (S1A–S1E Fig). However, more mature markers such as ALB, CFTR, and OPN were either inconsistently expressed or mislocalized (S1A, S1C and S1F Fig). In addition, HE cells were negative for GFAP (S1G Fig).

qRT-PCR revealed that crucial mature (*ALB*, *CYP3A4*) as well as immature (*AFP*) hepatocyte markers were significantly up-regulated in HLCs compared to EDECs and HE cells (Fig 5A–5C). Expression of *HNF4α*, which marks early hepatic differentiation stages and mature hepatocytes, was highest in HE cells. This might imply that these cells are poised to differentiate along the hepatic lineage (Fig 5D). Compared to HE cells, EDECs expressed lower levels of *HNF4α* (Fig 5D). Both *c/EBPα* and *PROX1*, which are transcription factors that promote HLC fate over EDEC were expressed at higher levels in HLCs than in EDECs, although in almost all cases not significantly (Fig 5E and 5F). The classic cholangiocyte marker OPN was, with the exception of AF iPSC derived cells, significantly expressed at higher levels in EDECs than in HLCs, as was the cholangiocyte-associated intermediate filament protein -CK19 (Fig 5G and 5H). Unexpectedly, EDECs expressed lower levels of the cholangiocyte specific transcription factor *SOX9* than HLCs (Fig 5I).

**Fig 5:**
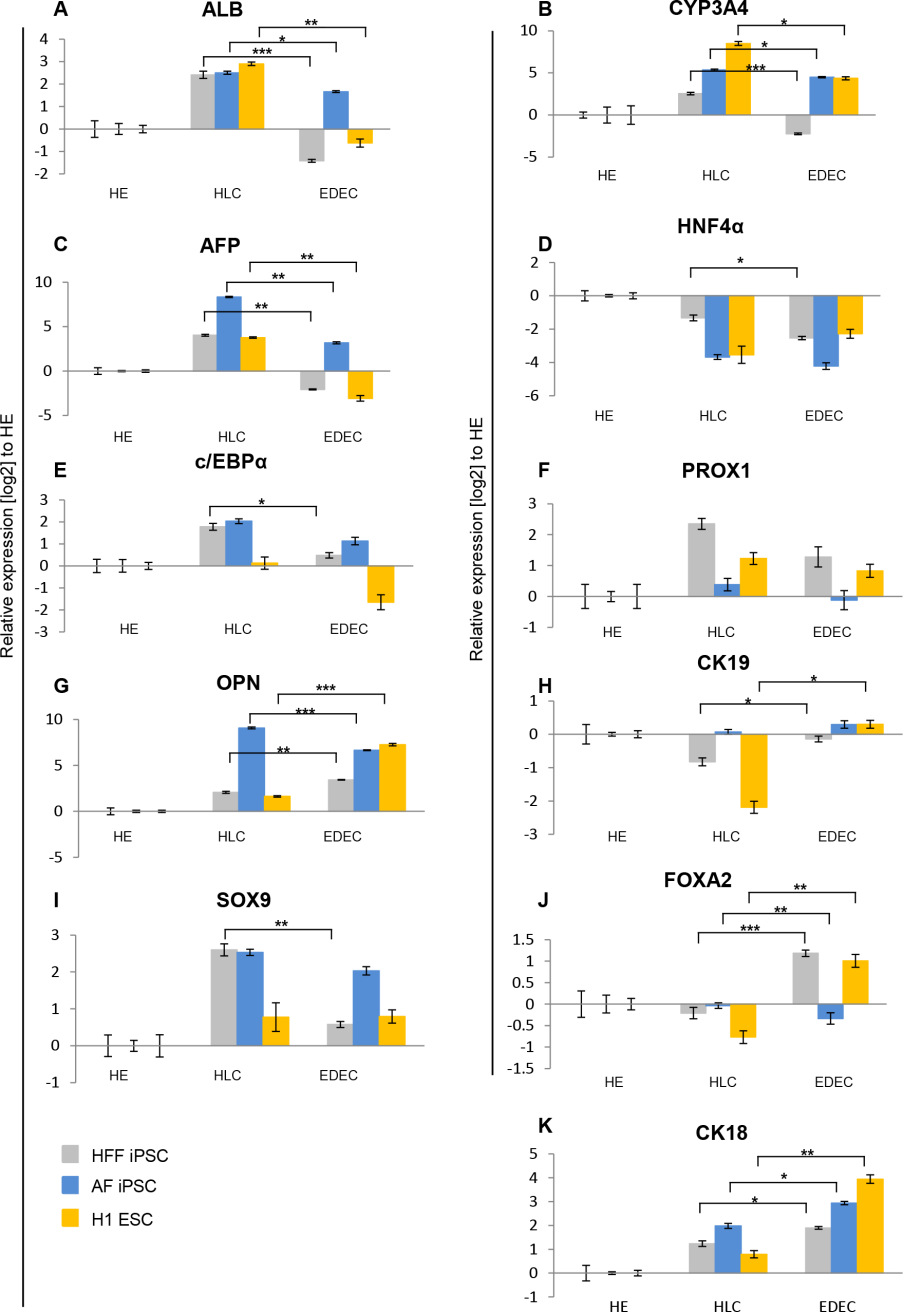
Temporal expression of markers during differentiation. Two iPSC lines and one ESC line were differentiated into either HLCs or EDECs and qRT-PCRs for expression of characteristic hepatocyte and cholangiocyte markers was performed. Gene expression was normalized to RPS16 and fold change was calculated relative to HE cells. Mean values of technical triplicates of biological duplicates are show. Error bars represent SEM. P-Values were calculated with two-tailed student’s t-tests (*** = p-value < 0.001, ** = p-value < 0.01, * = p-value < 0.05).

The transcription factor FOXA2 which promotes hepatocyte fate and limits cholangiocyte proliferation was also expressed higher in most of the EDECs than in HLCs which does not support a similarity with cholangiocytes (Fig 5J). EDECs also express higher levels of CK18 than HLCs, even though this intermediate filament protein is enriched in hepatocytes (Fig 5K).

We measured cytochrome P450 (CYP3A4) activity as well as urea synthesis in order to check if EDECs might have hepatocyte-associated functions. HFF- and H1 derived HLCs had the highest levels of CYP3A4 activity (S2A Fig). In both cases, HE cells showed significantly lower activity and in EDECs only minimal activity was measurable. In the case of AF-derived cells, CYP3A4 activity was in all three stages non-significant (S2A Fig). EDECs derived from HFF-iPSCs did not produce any urea, while HLCs were highly active (S2B Fig). Overall, these data indicate that low density conditions during HLC differentiation result in cells which are morphologically and functionally clearly not hepatocytes, although they express some hepatocyte-associated markers. On the other hand they express several cholangiocyte markers in combination with Vimentin. Taken together, the pattern of marker expression implies that EDECs are an immature cell type with intermediate characteristics between HLCs and CLCs.

Interestingly, similar cell types are present in rat fetal liver where three distinct populations, comprising cells either expressing AFP, ALB and CK19, or AFP and ALB or only CK19 have been associated with distinct lineage commitment and re-population capacities [30].

### Inhibition of Notch signalling does not impair EDEC formation but alters expression of key genes

Notch signalling has been described during liver development as the most important signalling pathway for the determination of cholangiocyte fate in contrast to hepatocyte [17, 18]. Therefore, we assumed that blocking Notch signalling might push cells into HLC direction even at a low density. An essential and universal step in Notch signalling is cleavage of the membrane bound Notch receptor by γ-secretase after ligand binding [31]. This creates the Notch intracellular domain which activates the transcription of specific target genes [31]. In order to prevent EDEC differentiation, we blocked Notch signalling by inhibiting γ-secretase activity. After splitting the cells and replating at low density we incubated them with two distinct γ-secretase inhibitors and continued differentiation for an additional six days. HFF-iPSC derived hepatoblasts were treated with Compound E while H1 derived hepatoblasts were incubated with γ-secretase inhibitor I. At the end of the differentiation, cells cultivated at low density predominantly adopted an EDEC phenotype, regardless of Notch inhibition, even though cells with typical HLC morphology were also visible (Fig 6A). Immunostainings confirmed the predominance of EDECs, as most cells continued to express high levels of CK19 and SOX9 as well as low levels of ECAD and OPN (Fig 6B).

**Fig 6:**
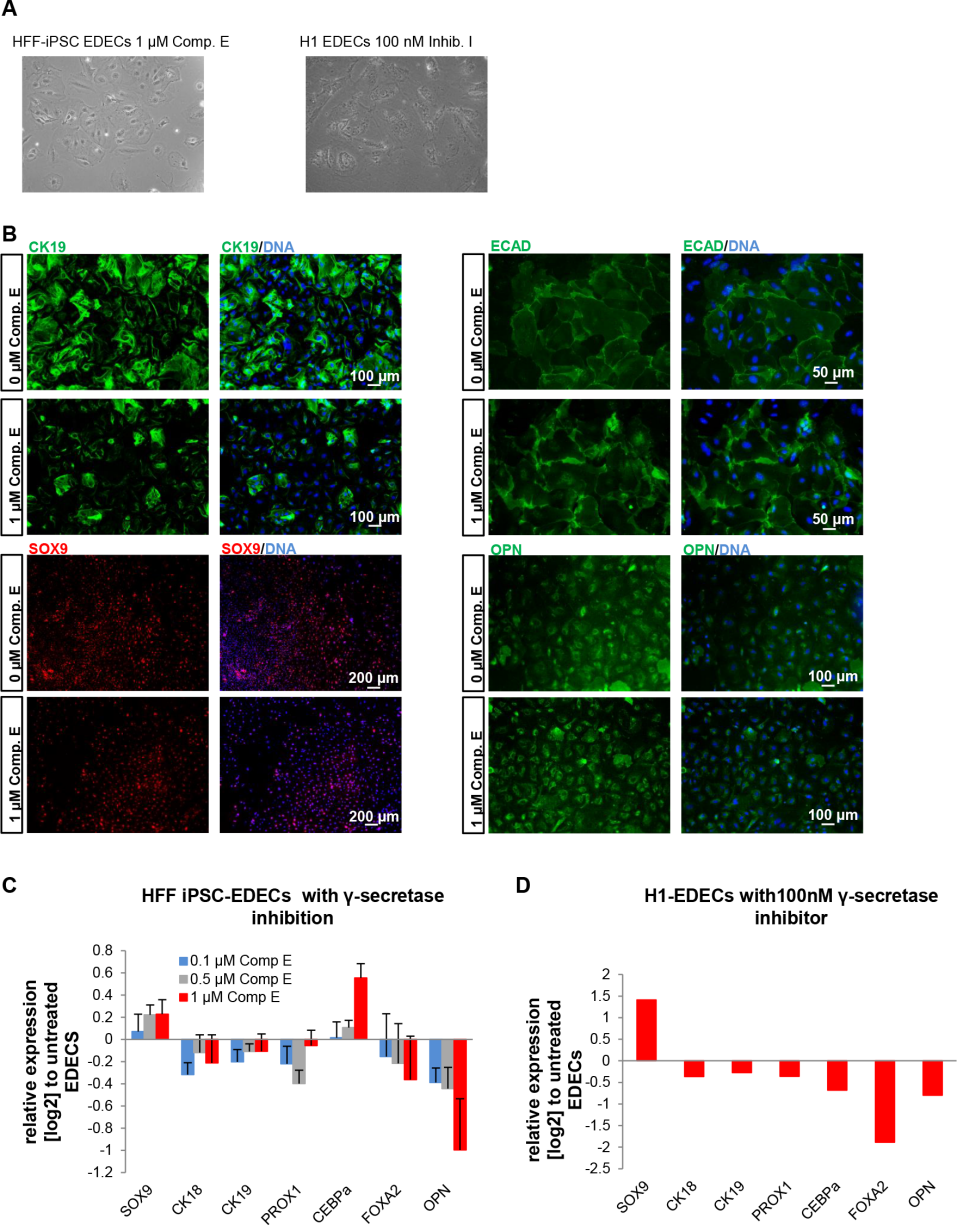
Inhibition of Notch signalling does not prevent EDEC development. hPSCs were differentiated into EDECs while treating them with γ-secretase inhibitors. (A) HFF derived cells treated with Compound E (left) or H1 derived cells treated with γ-secretase inhibitor I (right) adopted the EDEC morphology. (B) Immunocytochemistry for CK19, SOX9, ECAD, and OPN. (C,D) qRT-PCR for hepatocyte or cholangiocyte determining genes. Gene expression was normalized to RPS16 and fold change was calculated relative to untreated cells. Mean values of technical triplicates of biological duplicates (C) or of one sample (D) are show.

We also looked in detail at the expression of several HLC and CLC specific/ enriched genes after treatment with γ-secretase inhibitors. With the exception of *c/EBPα* we observed similar regulation for all genes analysed in both cell lines, but because of the limited number of samples analysed, these expression changes are not significant (Fig 6C and 6D). Interestingly, both γ-secretase inhibitors had opposing effects on the two most characteristic cholangiocyte markers- *SOX9* and *OPN*. *SOX9* was up-regulated while *OPN* was down-regulated. 

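In H1 derived EDECs, measured as log2 signal on 1 Affymetrix PrimeView array each without and with 100 nM γ-secretase inhibitor I, the signal of SOX9 was 10.07 without and 10.11 with the inhibitor. SPP1, which encodes OPN, was 1.28-fold lower in the treated EDECs, and the differences of its 6 probe sets ranged from -0.44 to -0.02 on the log2 scale. The intermediate filament genes KRT19 (CK19) and KRT18 (CK18) differed by 0.03 and -0.05. With 1 array each, these differences have no replicate check. The HFF-iPSC derived EDECs treated with Compound E were not analysed here.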

Treatment with different concentrations of Compound E revealed that both effects were dose dependent (Fig 6C). SOX9 is one of the earliest markers for cholangiocyte specification [32] and might thus not be entirely dependent on Notch signalling. OPN, however, is a more mature marker which is expressed later than SOX9 [32]. It was overall only weakly expressed in our cells and its down-regulation upon γ-secretase inhibition might imply impaired maturation.

We further analysed three other transcription factors involved in hepatic cell fate determination in more detail. *PROX1* and *FOXA2* were uniformly down-regulated in iPSC and H1 derived EDECs after γ-secretase inhibition. 

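FOXA2, a forkhead transcription factor of endoderm and liver, was 1.12-fold lower on the array of the H1 derived EDECs with γ-secretase inhibitor I, at log2 signals of 5.71 without and 5.54 with the inhibitor, both close to background. PROX1 was below background on both arrays, so no fold is given. FOXA1, the related forkhead factor, was at least 1.30-fold lower with the inhibitor and below background there. GATA6 and GATA4, zinc finger factors of early endoderm, were 1.30-fold and 1.10-fold lower.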

The homeobox transcription factor PROX1 promotes hepatocyte fate and represses biliary fate [33]. FOXA2, which is important for hepatocyte development is known to repress cholangiocyte proliferation [34]. The down-regulation of both factors after γ-secretase inhibition supports the immunocytochemistry-based data which shows that the cells do retain EDEC fate. 

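On the array of the treated H1 derived EDECs, the log2 signal of CEBPA, which encodes c/EBPα, was 5.90. This was 1.42-fold lower than in the untreated H1 derived EDECs, from the single probe set of the gene.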

Expression of *c/EBPα* changed in opposing directions after γ-secretase treatment of iPSC and H1-derived EDECs. It is known that Notch signalling down-regulates c/EBPα expression in cholangiocytes [35]. Thus, the dose-dependent up-regulation that we observed in iPSC- derived EDECs after treatment with Compound E would imply that Notch signalling was effectively reduced. Maybe the concentration of γ-secretase inhibitior I was not high enough to achieve similar results with the H1 derived EDECs. The transcription factor c/EBPα has a versatile role during development of hepatocytes and cholangiocytes. It activates on the one hand transcription of characteristic hepatocyte markers such as albumin and several enzymes of the ornithine cycle [36], while limiting hepatocyte proliferation [37] and it inhibits cholangiocyte fate by suppressing expression of the cholangiocyte determining transcription factors- HNF6 and HNF1β [38]. Thus, effects of different c/EBPα levels are probably not visible at this early, immature stage of our cells.

Microarray-based global gene expression analysis revealed that the transcriptomes of H1 derived HLCs cluster away from H1 derived EDECs regardless of Notch inhibition in the latter (Fig 7A). This further emphasizes the diversity of the two observed cell types. On the other hand, heatmap-based analysis of hepatocyte- and cholangiocyte- associated genes revealed a close relationship between HLCs and EDECs (Fig 7A). 

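RNA of the human ESC line H1 was measured on 4 Affymetrix PrimeView arrays, with 1 array each for undifferentiated ESCs, HLCs, EDECs and EDECs treated with γ-secretase inhibitor I. The EDECs had been replated on day 9 at 25000 cells per cm2. With 1 array per condition no test was run, and the number of arrays limits the precision. The authors' values are log2 signals per probe set from RMA, which corrects for background and normalizes the arrays to each other. Of 49495 probe sets, 45284 carry 1 gene symbol, 1333 carry several and 2878 are unnamed here. The probe sets with 1 symbol cover 18244 genes, of which 6418 have a single probe set. Each gene was represented by its brightest probe set, and the range over the probe sets of a gene is a measurement spread only. A gene was called above background where its signal passed the level at which the authors' detection p falls below 0.05. These levels were 5.35 for HLCs, 5.40 for EDECs and 5.38 for treated EDECs on the log2 scale, read from the first 1999 of the 49495 rows of Table S7 and the first 1998 of the 49494 rows of Table S10, which holds the comparison of EDECs with treated EDECs that the captions give to Table S8. For the ESCs the mean of the other levels was taken. Between 60.8% and 61.8% of the probe sets were above these levels. A gene below background on 1 of the compared arrays is given as an "at least" fold against that array's level, while counts and medians use its signal itself unless given with bounds. A gene is counted as higher or lower at a difference of at least 1.5-fold. Each list of genes was described by the median log2 difference of its members above background, and by the percentile of that median among 10000 random lists of the same size matched on mean expression, as a description of these arrays.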

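Of 12509 genes above background in HLCs or EDECs, 1326 were higher in EDECs and 1239 were higher in HLCs. GREM1, a secreted BMP antagonist, was 29.1-fold higher in EDECs, at a log2 signal of 12.01. The oxytocin receptor gene OXTR was 15.1-fold higher in EDECs, the endothelin gene EDN1 10.8-fold, and MAMDC2 20.2-fold. The matrix genes LTBP2 and THBS2 were 8.85-fold and at least 6.40-fold higher, and PTGER4, a receptor of prostaglandin E2, was at least 11.0-fold higher. PDCD1LG2, which encodes an immune checkpoint ligand, was at least 8.13-fold higher, and the neurofilament gene NEFL at least 4.90-fold. In HLCs, the homeodomain gene HOPX was at least 25.1-fold higher, CCBE1, a secreted factor of lymphatic development, 15.1-fold, and SLC40A1, the iron exporter ferroportin, 10.9-fold. The secreted metalloproteases ADAMTS19 and ADAMTS18 were at least 15.1-fold and 10.8-fold higher in HLCs, the mucin gene MUC15 11.5-fold and the myosin gene MYO7A at least 11.4-fold. VIT, a matrix protein gene, was at least 9.30-fold higher in HLCs, and ELMOD1 at least 4.95-fold. In 363 genes higher in EDECs and 442 genes higher in HLCs, each with at least 2 probe sets, all of the probe sets passed the threshold, and the genes named above are among the 10 of these with the largest difference in each direction. Over all probe sets, Pearson's r was 0.997 between EDECs with and without inhibitor, 0.974 between HLCs and EDECs and 0.970 between HLCs and treated EDECs. ESCs had r values of 0.904 to 0.908 with the other arrays. Average linkage on 1 minus r joined both EDEC arrays at a height of 0.00346, added the HLCs at 0.0279 and the ESCs at 0.0938. These values run across probe sets, which are not independent replicates. The paper takes the separate clustering as a further sign of the diversity of the HLCs and the EDECs.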

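Of 22 probe sets printed in Fig. 7A that carry a gene symbol here and were above background in HLCs or EDECs, 12 differed by less than 1.5-fold between the cell types. VIM, which encodes the mesenchymal filament protein Vimentin, was higher in EDECs by 1.30 on the log2 scale, the cytochrome P450 gene CYP1A1 by 1.14 and the surface antigen gene THY1 by 1.11. SOX9 was higher in EDECs by 1.04 in the probe set of the heatmap and by 1.26 in its brightest probe set. CXCR4, a chemokine receptor of definitive endoderm, was below background in HLCs and at least 1.36-fold higher in EDECs in its brightest probe set. The fetal serum protein gene AFP was 4.01-fold higher in HLCs, and the transthyretin gene TTR 1.71-fold. CEBPA, NOTCH3 and DLK1 were also higher in HLCs. The median absolute log2 difference of the 22 probe sets was 0.46 between EDECs and HLCs, 1.07 between HLCs and ESCs and 1.53 between EDECs and ESCs. At the 1.5-fold threshold, 5 of the 22 probe sets were higher in EDECs and 5 in HLCs, against 10.6% and 9.90% of the 12509 genes. These probe sets thus passed the threshold more often than genes in general. The genes of the heatmap were chosen by the study, so these values are not independent evidence.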

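Among 11 hepatic transcription factors above background, 6 differed by less than 1.5-fold between HLCs and EDECs, 1 was higher in EDECs and 4 were higher in HLCs. GATA4 differed by 0.14 on the log2 scale, FOXA2 by 0.08 and GATA6 by 0.40. FOXA1 was 2.16-fold higher in HLCs, and TBX3, a T-box factor of hepatoblasts, 1.75-fold. The 1 factor higher in EDECs was SOX9, by 2.39-fold in its brightest probe set. Of the 12509 genes, 10.6% were higher in EDECs and 9.90% in HLCs, so these factors passed the threshold more often than genes in general. The median difference of the list was 0.06, at percentile 67.2 of the random lists. This median takes the sign of each difference, so it does not measure their size. The pluripotency genes SALL4 and POU5F1, also in Fig. 7A, differed by 0.08 and -0.01.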

Many of the analysed transcription factors were expressed at similar levels in both cell populations. 

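CEBPA, which encodes c/EBPα, had a log2 signal of 9.03 in HLCs and 6.41 in EDECs, a difference of 6.16-fold. GPBAR1, the bile acid receptor gene, was 1.32-fold higher in EDECs, at 7.16 against 6.77. The probe sets of SOX17, a transcription factor gene of definitive endoderm, differed in direction. In the probe set of the heatmap SOX17 was higher in EDECs by 0.21 on the log2 scale, close to the background level on both arrays, while its brightest probe set was 1.68-fold higher in HLCs. The remaining probe set was below background and differed by -0.09. CEBPA and GPBAR1 have a single probe set each.

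**Figure D1:**
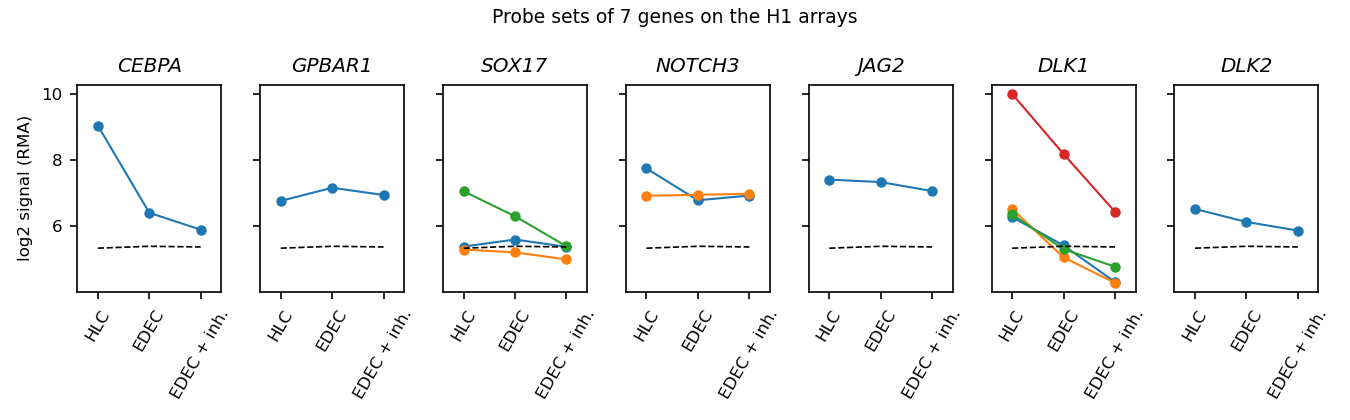
Log2 signal (RMA, vertical axis) of each probe set of CEBPA, GPBAR1, SOX17, NOTCH3, JAG2, DLK1 and DLK2 on the HLC, EDEC and treated EDEC arrays, with 1 array per condition. Each coloured line joins 1 probe set across the arrays and the dashed line is the background level of each array. CEBPA is highest in HLCs, and the lines of SOX17 and of NOTCH3 do not run in parallel.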

Interestingly, *c/EBPα* was clearly over-expressed in HLCs while *GPBAR1* and *SOX17* expression were higher in EDECs. c/EBPα is a transcription factor that inhibits cholangiocyte fate by suppressing expression of the cholangiocyte determining transcription factors HNF6 and HNF1β [38]. G Protein-Coupled Bile Acid Receptor 1 (GPBAR1 also known as TGR5) has been shown to be characteristic for cholangiocytes [39], while the presence of SOX17, an early marker for endoderm, indicates that the cells are still immature.

**Fig 7:**
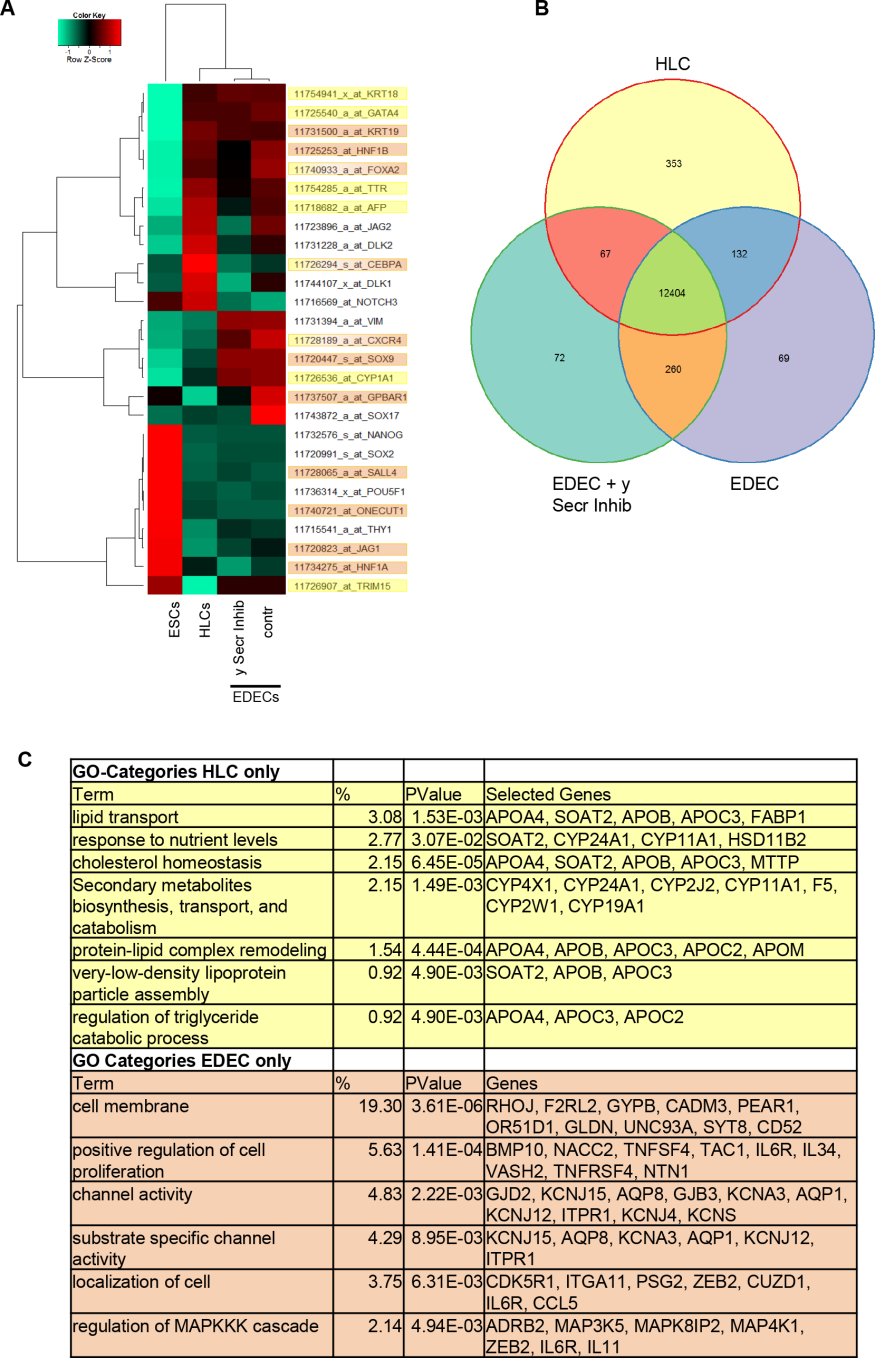
Gene expression analysis unravels differences and similarities between H1 derived HLCs and EDECs. (A) Heatmap representation of key genes involved in hepatic cell fate decision making or characteristic for either hepatocytes (yellow) or cholangiocytes (orange). (B) Venn diagram illustrating the numbers of genes which were expressed either by only one cell type or shared between the cell types. (C) Gene Ontology (GO) analysis of genes expressed only in HLCs (yellow) or in EDECs (with or without Notch inhibition, orange) Shown are pre-selected, significant GO-Terms, for full data set see S4 and S5 Tables.

Surprisingly, members of the Notch signalling pathway (*NOTCH3*, *JAG2* and *DLK1*,*2*) were expressed at higher levels in HLCs than in EDECs. This was unexpected as it has been described that hepatocyte differentiation does not require Notch signalling. 

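DLK1, a membrane ligand gene related to the Notch ligands, had a log2 signal of 9.99 in HLCs and 8.18 in EDECs, 3.50-fold higher in HLCs, and its 4 probe sets ranged from -1.81 to -0.85. The receptor gene NOTCH3 was 1.94-fold higher in HLCs in its brightest probe set, while its other probe set differed by 0.03. JAG2 and DLK2, with a single probe set each, were higher in HLCs by 1.05-fold and 1.31-fold. The ligand gene DLL1 was 2.37-fold higher in HLCs, with probe sets from -1.25 to -0.0034. NOTCH1 was 1.49-fold higher in EDECs and JAG1 differed by 0.10. Of 10 Notch receptors and ligands above background, 3 were higher in HLCs at the 1.5-fold threshold and 0 in EDECs. The median difference was -0.0036, at percentile 30.5 of the random lists, and 0.016 with arrays centred on their medians.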

HLCs are however still immature and the presence of molecules belonging to the Notch signalling pathway might indicate that they are still able to switch cell fate towards CLCs or EDECs. In particular, the presence of DLK1 has been described as being characteristic for bipotential hepatoblasts [40]. 

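NOTCH3 was higher in the treated than in the untreated EDECs by 0.14 on the log2 scale in its brightest probe set, a difference of 1.10-fold, and by 0.03 in the other. DLK1 was 3.33-fold lower in the treated EDECs, with probe sets from -1.74 to -0.53. JAG2 was 1.21-fold lower, DLK2 1.20-fold and JAG1 1.19-fold. NRARP, a target gene and feedback inhibitor of Notch, was 1.24-fold lower, while the target gene HEY1 differed by 0.07. Among 21 Notch targets and modulators, 0 were higher or lower at the 1.5-fold threshold, and their median difference was 0, at percentile 53.1. The γ-secretase subunit genes NCSTN and PSENEN differed by 0.07 and -0.07.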

NOTCH3 is the only analysed factor of this signalling pathway that is up-regulated in EDECs after treatment with the γ-secretase inhibitor. As inhibition of the γ-secretase inhibits propagation of the Notch signal cells might reduce the production of ligands which do not find a receptor counterpart, while the NOTCH3 receptor might be up-regulated in order to compensate for low ligand density on neighbouring cells. Interestingly, NOTCH3 is also the only family member with a positive impact on hepatocyte development [19] and its increased expression after γ-secretase inhibition might indicate that some of the cells are still or again capable of differentiating into hepatocytes.

Global gene expression was compared between HLCs and EDECs with and without treatment with Notch inhibitor (Fig 7B). 

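Of the 18244 genes, 11696 were above background in HLCs, EDECs and treated EDECs, and 5644 in none of these cells. In HLCs but not in EDECs with or without inhibitor, 327 genes were above background. Among these, 198 were less than 1.5-fold above the background level, 75 were at least 2-fold above it and 139 were at least 2-fold higher than on both EDEC arrays. A gene counted as expressed where any of its probe sets passed the level.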

While 12,404 genes were expressed by all three cell types, 353 genes were only expressed in HLCs. EDECs and EDECs treated with the Notch inhibitor shared 260 genes and individually expressed 69 and 72 genes, respectively.

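EDECs and treated EDECs shared 248 genes that were below background in HLCs, 68 genes were above background in EDECs alone and 69 in treated EDECs alone. Of these 385 genes, 270 were less than 1.5-fold above the background level, 69 were at least 2-fold above it and 129 were at least 2-fold higher than in HLCs. HLCs shared 126 genes with the untreated EDECs alone and 66 with the treated EDECs alone.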

Genes only expressed in either HLCs (yellow) or EDECs (comprising both, untreated and treated with γ-secretase inhibitor; orange) were assigned to distinct gene ontology (GO) terms (Fig 7C, S5 Table). 

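Of 12 apolipoprotein and lipid transport genes above background, 10 were higher in HLCs and 0 in EDECs. APOB, the main protein of very low density lipoproteins, was at least 8.74-fold higher in HLCs, APOA2 9.59-fold, and MTTP, which loads lipid onto APOB, at least 2.78-fold. The median difference of the list, EDECs minus HLCs, was -1.91, or -1.50 with the genes below background at their bound, at percentile 0. Of 11 genes of drug and steroid metabolism, 6 were higher in HLCs and 2 in EDECs, with a median of -0.72 (-0.42 with bounds, percentile 0.01), but -0.023 with no background filter. CYP19A1, the aromatase gene, and CYP11A1, which starts steroid synthesis from cholesterol, were at least 6.35-fold and at least 4.38-fold higher in HLCs. Markers of the trophoblast, where both genes are also active, were higher in HLCs in 6 of 11 and in EDECs in 2. Plasma protein genes of hepatocytes were higher in HLCs in 10 of 12, with RBP4, the retinol carrier, at 11.2-fold and SERPINA1 at 6.73-fold, at a median of -0.87 (-0.82 with bounds) and percentile 0. The 1 gene of this list higher in EDECs was the complement gene C3, by 4.02-fold. In EDECs, 10 of 24 genes of the actin cytoskeleton and focal adhesions were higher and 1 was lower, at a median of 0.50 and percentile 100. The tropomyosin gene TPM2 was 5.54-fold higher, the calponin gene CNN1 5.22-fold and the integrin gene ITGA5 3.75-fold. Among ion and water channels, 4 of 10 were higher in EDECs and 3 in HLCs, where the potassium channel gene KCNMA1 was 9.99-fold higher, and the median was 0.43 (0.27 with bounds) but -0.26 with the mean of all probe sets of a gene. Of the genes printed in Fig. 7C for EDECs, the neuropeptide gene TAC1 was at least 4.54-fold higher than in HLCs, the cytokine gene IL11 at least 3.69-fold and the chemokine gene CCL5 at least 2.88-fold. Of 36 genes printed there for EDECs with or without inhibitor, 30 were above background in EDECs, 26 in treated EDECs and 0 in HLCs. Of these 36, 18 were at least 1.5-fold higher in EDECs than in HLCs in their brightest probe set. Of 16 printed for HLCs, 15 were above background in HLCs and 15 were at least 1.5-fold higher there than in EDECs. These genes were chosen by the study on the same samples and are not independent evidence, and they include 8 of the 14 apolipoprotein and lipid transport genes, 8 of the 13 ion and water channels, 4 of the 22 genes of drug and steroid metabolism and 1 gene each of the plasma protein and trophoblast lists.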

Interestingly, in the case of HLCs many of these terms relate to metabolic functions while in EDECs, structural features and signalling pathways are predominant. This again confirms the presence of two distinct cell types in our culture dish. 

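Of 31 genes of G2 and mitosis 12 were lower in EDECs than in HLCs, of 28 genes of G1 and S phase 3 were lower and 25 within 1.5-fold, and none was higher. NUSAP1, a protein of the mitotic spindle, was 2.33-fold lower, the topoisomerase gene TOP2A 2.03-fold and the cyclin gene CCNE1 3.61-fold. The medians were -0.52 and -0.31, both at percentile 0 of the random lists. Zinc finger genes of transcriptional regulators, named ZNF and a number, were lower in EDECs in 42 of 375 and higher in 6, with a median of -0.08 (-0.07 with bounds) at percentile 0, or -0.14 with the mean of all probe sets. ZNF503 was 6.95-fold lower and ZNF114 3.67-fold higher. Of the 12509 genes, 9.90% were lower and 10.6% higher in EDECs. The shares of lower genes in the ZNF list and in the G1 and S phase list were close to this, while the shares of higher genes were smaller. Histone genes were lower in EDECs in 6 of 14 and higher in 0, among them H2AC20 by 2.07-fold and H2AC6 by 2.00-fold, with a median of -0.30 at percentile 0.21. Of 26 apoptosis regulators, 10 were higher in EDECs and 3 were lower, at a median of 0.48 (0.38 with bounds) and percentile 100. The death receptor genes TNFRSF10A and FAS were 4.74-fold and 4.29-fold higher, PMAIP1, which promotes apoptosis at the mitochondria, 4.52-fold higher, and the death ligand gene TNFSF10 at least 6.53-fold lower. EGF family ligands and other growth factors were higher in EDECs in 6 of 11 and lower in 0, at a median of 0.63 (0.62 with bounds) and percentile 100. TGFA and HBEGF, ligands of the EGF receptor, were at least 8.74-fold and 11.4-fold higher.

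**Figure D2:**
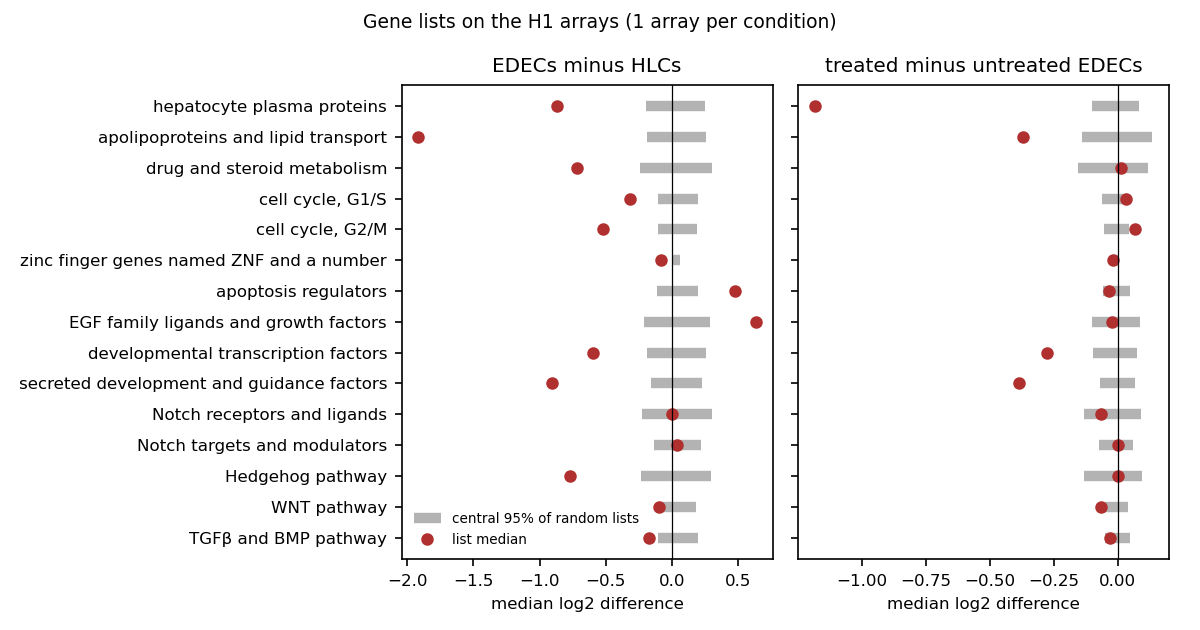
Median log2 difference of gene lists (points) for EDECs minus HLCs (left) and treated minus untreated EDECs (right), with the central 95% of 10000 random lists (grey bars). The horizontal axes differ in range, and each condition has 1 array. On the left, the apolipoprotein list lies lowest and the growth factor list highest of those drawn, and on the right the plasma protein list lies lowest.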

There was a general tendency of EDECs expressing fewer genes related to transcription and cell cycle than HLCs while expressing more genes related to apoptosis and proliferation (S6–S8 Tables).

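Of 12252 genes above background in EDECs with or without γ-secretase inhibitor I, 157 were lower and 29 were higher in the treated EDECs, and 94 and 8 when a gene was given by the mean of all its probe sets. Secreted factors of development and guidance were lower in 4 of 17 and higher in 0, at a median of -0.39 and percentile 0. KITLG, the stem cell factor gene, was 2.02-fold lower, the semaphorin gene SEMA3C 1.86-fold, SLIT2 1.58-fold and the pleiotrophin gene PTN 1.57-fold. Of 13 developmental transcription factors, 1 was lower at the threshold, at a median of -0.28 and percentile 0. This was OSR2, at least 1.35-fold lower, while HAND1 was 1.43-fold lower and TWIST1 1.37-fold. ISL1, a LIM homeodomain gene not counted in this list, was 3.00-fold lower. Matrix genes were lower in 7 of 23 and higher in 0, at a median of -0.18 (-0.17 with bounds) and percentile 0, with COL3A1 4.80-fold lower, POSTN 3.58-fold, COL2A1 3.37-fold and COL5A2 2.30-fold. HAPLN1, which links hyaluronan to proteoglycans, was 2.50-fold lower, and PARM1 2.33-fold. Plasma protein genes of hepatocytes were lower in 8 of 10 in the treated EDECs, at a median of -1.18 and percentile 0, but -0.22 with no background filter. The fibrinogen genes FGG, FGB and FGA were 4.57-fold, 4.24-fold and 3.64-fold lower, AFP 4.36-fold and APOA2 3.96-fold. Among genes with at least 2 probe sets that all passed the threshold, 31 were lower and 0 were higher in the treated EDECs.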

Analysis of differentially expressed genes between EDECs and EDECs treated with γ-secretase inhibitor I revealed that untreated cells expressed more genes related to development and differentiation in general (S9–S11 Tables). This is in line with Notch inhibition reducing the possibilities of cellular differentiation and interfering with development. In addition, γ-secretase inhibitor I treated EDECs expressed more genes related to cell cycle which mirrors the reduced differentiation/development pathways which would lead cells towards more maturity and thus less cell cycling. 

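BUB1, a kinase gene of the spindle checkpoint, was higher in the treated EDECs by 0.49 on the log2 scale, and the centromere genes CENPA and CENPF were 1.23-fold and 1.21-fold higher. RRM2, a subunit of ribonucleotide reductase, was 1.20-fold higher. ESPL1, the separase gene, was 1.28-fold lower, but 0.08 higher on the log2 scale by the mean of its probe sets. Of 31 genes of G2 and mitosis and 29 genes of G1 and S phase, 0 were higher or lower at the 1.5-fold threshold. The median of the first list was 0.07, at percentile 99.7 of the random lists, and that of the second was 0.03 (0.02 with bounds), at percentile 93.9. With the mean of all probe sets the median of the first list was 0.02. The paper proposes that the lower expression of genes of development goes with Notch inhibition reducing the possibilities of differentiation, and states that the higher expression of cell cycle genes mirrors the reduced pathways towards maturity.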

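WNT pathway genes were lower in the treated than in the untreated EDECs in 4 of 34 and higher in 0, at a median of -0.07 and percentile 0.72, or -0.039 with the mean of all probe sets. The ligand genes WNT5A and WNT3 were 1.93-fold and 1.63-fold lower, and the secreted inhibitor gene DKK1 1.67-fold. The target gene AXIN2 was above background in the untreated but not in the treated EDECs. Of 28 TGFβ and BMP pathway genes, the 1 gene past the threshold was the ligand gene BMP7, 1.53-fold lower. FST, which encodes the activin antagonist follistatin, was 1.34-fold lower, the activin subunit gene INHBA 1.28-fold and BMP4 1.26-fold. The median of this list was -0.03, at percentile 8.12, or -0.0033 with no background filter. Among 9 Hedgehog pathway genes none passed the threshold, with GAS1, a co-receptor gene, 1.36-fold lower and the receptor gene PTCH1 1.19-fold lower. SUFU and KIF7 were higher in the treated EDECs, by 0.22 and 0.12 on the log2 scale. The median of the 9 genes was 0.0028, at percentile 73.0, and -0.054 with the mean of all probe sets.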

Interestingly, inhibition of Notch signalling resulted in a general reduction of genes associated with cell signalling affecting also other signalling pathways (S9–S11 Tables).

### Inhibition of key signalling pathways does not revert cell fate

We next wanted to determine whether interference with one of the other major signalling pathways that have been described as essential for cell fate decision making between hepatocytes and cholangiocytes can revert the EDEC phenotype and push the cells into the HLC direction. To this end, we applied several small molecules to either induce or repress WNT, Hh, and TGFβ signalling (Fig 8A–8G). As with Notch inhibition, we did not observe changes in the phenotype and in all cases the cells were predominantly EDECs. However, the population was not pure, and we could also detect cells with typical HLC morphology. We performed immunocytochemistry-based expression analyses for ALB and CK19 in all conditions, (Fig 8B–8G) and compared it to untreated control cells (Fig 8A). This demonstrated that the majority of cells expressed high levels of CK19 and low levels of ALB. We confirmed in our transcriptome data, that the cells expressed the essential proteins for all investigated signalling pathways thus being able to react to the applied cues (S3 and S4 Fig).

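Of the listed genes with a symbol on the H1 arrays, 34 of 35 WNT pathway genes were above background in EDECs with or without γ-secretase inhibitor I, 28 of 32 TGFβ and BMP pathway genes and 9 of 14 Hedgehog pathway genes. FZD10, a WNT receptor gene, was below background. TGFB3, BMP5, the receptor gene BMPR1B and SMAD9 were below background among the TGFβ and BMP genes. The Hedgehog ligand genes SHH and DHH, the effector gene GLI1, HHIP and CDON were below background, while IHH, PTCH1 and GLI2 were above it. The iPSC derived EDECs that received the small molecules were not measured on these arrays.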

**Fig 8:**
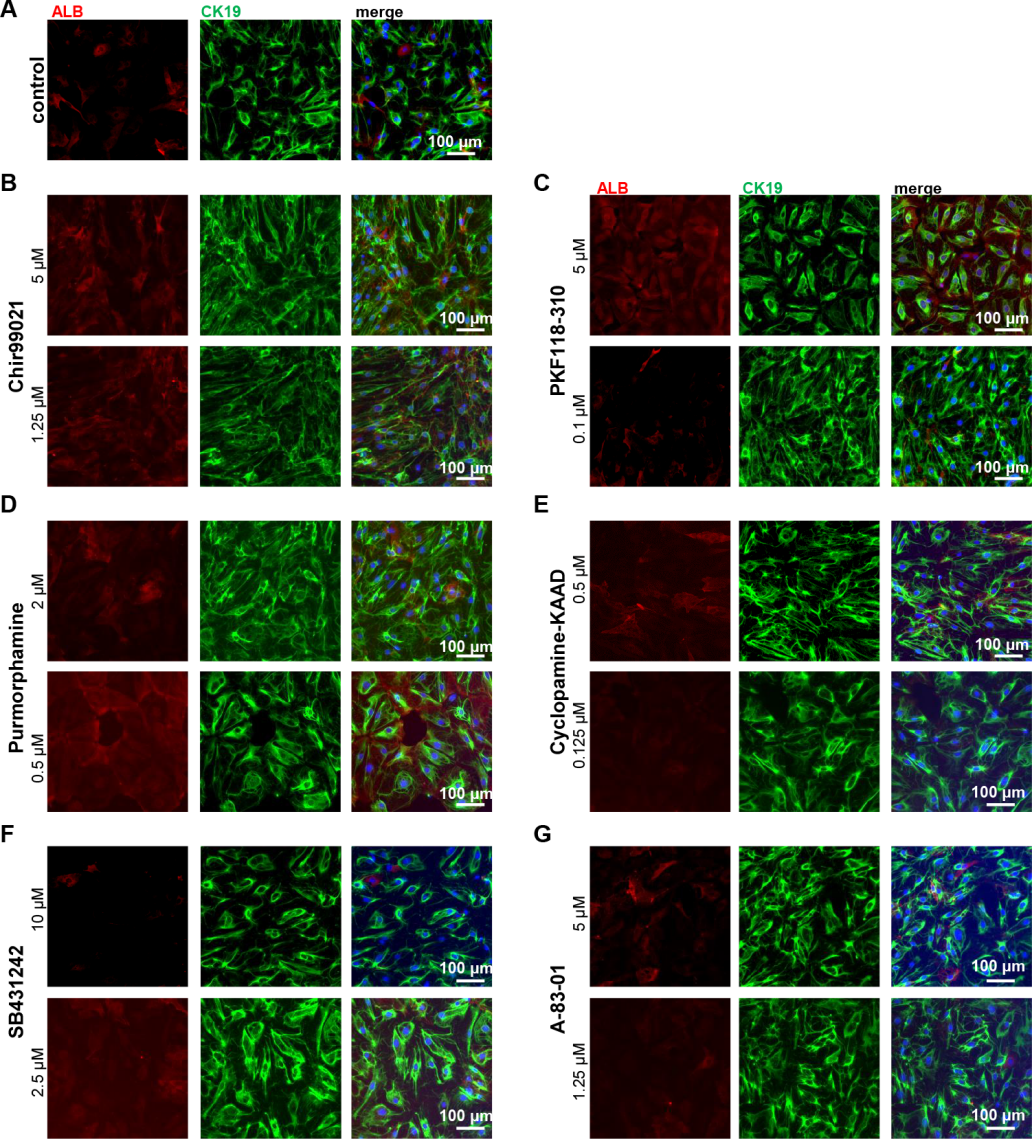
Interference with various signalling pathways does not change cell fate. iPSCs were differentiated into EDECs. Directly after low-density splitting, small molecules were applied in order to interfere with signalling pathways important for differentiation into hepatocytes or cholangiocytes. (A-G) Immunocytochemistry for ALB (red) and CK19 (green). (A) DMSO control, (B) activation of WNT signalling with Chir99021, (C) inhibition of WNT signaling with PKF118-310, (D) activation of Hh signalling with Purmorphamine, (E) inhibition of Hh signalling with Cyclopamine-KAAD, (F) inhibition of TGFβ signalling with SB431242, (G) inhibition of TGFβ signalling with A-83-01. Scale bar: 100 μm.

Overall, it seems that splitting and replating pluripotent stem cell derived bipotential hepatoblasts at low density at the HE stage of the HLC differentiation process leads to the accumulation of EDECs. None of the applied pathway interferences was able to revert or prevent this transition. However, cell fate decision is a tightly orchestrated process with a high level of synergy between different signalling pathways. Thus, it is possible that the right interplay between the various pathways at the right time point is capable of altering cell fate. In order to determine the full potential of these cells and classify them according to already known categories of hepatic stem/progenitor cells, transplantation experiments with rats or mice after partial hepatectomy will be necessary.

As cells with EDEC morphology often appear during HLC differentiation in regions of lower cell density, it is essential to keep the cells during the whole differentiation process at a high density. The accumulation of EDECs within a population of HLCs might interfere with disease modelling or drug screenings specifically related to hepatocytes.

## Supporting information

S1 Fig Expression of characteristic markers in HE cells. Two iPSC lines and one ESC line were differentiated into HE cells and stained for characteristic hepatocyte or cholangiocyte markers.
(TIF)

S2 Fig Biochemical activity tests. hPSC were differentiated into HLCs and EDECs. (A) CYP3A4 activity assay (B) QuantiChrome Urea Assay.
(TIF)

S3 Fig Heatmap representation of genes involved in signalling pathways part 1. Global expression patterns of genes involved in Notch (A) and Hedgehog (B) signalling were analysed in HLCs and EDECs with and without Notch inhibitor. Genes were colour-coded according to their function. Asterisks mark the genes that are expressed above threshold in at least the EDEC sample or the EDEC sample with inhibitor.

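Hedgehog pathway genes were higher in HLCs in 7 of 11 and higher in EDECs in 1, the effector gene GLI2. The co-receptor gene GAS1 was 8.33-fold higher in HLCs, the receptor gene PTCH1 3.81-fold, the ligand gene IHH 2.34-fold and the inhibitor gene HHIP at least 1.89-fold. The median difference, EDECs minus HLCs, was -0.77 (-0.71 with bounds), at percentile 0, or -0.49 with no background filter. Among 22 Notch targets and modulators, HEY1, a transcriptional repressor, was 9.72-fold higher in HLCs, while HES2 and NUMBL were 1.64-fold and 1.67-fold higher in EDECs. Their median was 0.04, at percentile 55.8. PSEN2, a catalytic subunit of γ-secretase, was 2.35-fold higher in EDECs. In EDECs with or without inhibitor, 10 of 11 Notch receptors and ligands, 21 of 24 targets and modulators and 5 of 5 γ-secretase subunits were above background, and DLL4, HES5, DTX1 and MFNG were not.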

(TIF)

S4 Fig Heatmap representation of genes involved in signalling pathways part 2. Global expression patterns of genes involved in WNT (A) and TGFβ (B) signalling were analysed in HLCs and EDECs with and without Notch inhibitor. Genes were colour-coded according to their function. Asterisks mark the genes that are expressed above threshold in at least the EDEC sample or the EDEC sample with inhibitor.

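WNT pathway genes were higher in HLCs in 9 of 34 and higher in EDECs in 3. AXIN2, a target and feedback inhibitor of WNT signalling, was 4.98-fold higher in HLCs, WNT5A 3.91-fold and WNT7B 2.74-fold, while WNT5B was 2.44-fold higher in EDECs. The median difference, EDECs minus HLCs, was -0.10, at percentile 2.23. Of 30 TGFβ and BMP pathway genes, 5 were higher in EDECs and 6 in HLCs, with a median of -0.17 at percentile 0.44. TGFB2 and INHBA, which encode secreted ligands, were 3.61-fold and 3.48-fold higher in EDECs, and BMP7 was 3.96-fold higher in HLCs.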

(TIF)

S1 Table Small molecules.

S2 Table Antibodies.

S3 Table Primer sequences.

S4 Table Venn sets. The genes included in the different sets of the venn diagram shown in Fig 5D are listed in this table.
(XLS)

S5 Table Common GO terms in H1 HLCs and EDECs. Genes expressed either in HLCs or in EDECS (regardless of inhibitor treatment) from the venn diagram (Fig 5D) were used for GO analysis. Clusters are listed in this table.
(XLSX)

S6 Table Selected GO Categories up- and down regulated in EDECs versus HLCs.

S7 Table Comparison of gene expression between EDECs and HLCs.

S8 Table Comparison of gene expression between EDECs and EDECs treated with γ-secretase inhibitor.

S9 Table Selected GO categories up- and down regulated in EDECs with y-secretase inhibitor versus untreated EDECs.

S10 Table GO Terms of genes expressed in both, EDECs and HLCs.

S11 Table GO Terms of genes expressed in both, EDECs and EDECs treated with γ-secretase inhibitor.

# Supplementary material for: Cell fate decisions of human iPSC-derived bipotential hepatoblasts depend on cell density
**Source:** PLoS One. 2018 Jul 10;13(7):e0200416. doi: 10.1371/journal.pone.0200416
**Supplement:** S1 Table

| Name | Function | Concentrations used | Company |
| --- | --- | --- | --- |
| PKF 118-310 | Inhibitor of WNT signalling | 5 µM / 0.1 µM | Calbiochem |
| Chir99021 | Activator of WNT signalling | 5 µM / 1.25 µM | Tocris |
| Cyclopamine-KAAD | Inhibitor of Hedgehog signalling | 0.5 µM / 0.125 µM | Calbiochem |
| Purmorphamine | Activator of Hedgehog signalling | 2 µM / 0.5 µM | Tocris |
| A-83-01 | Inhibitor of TGFβ signalling | 5 µM / 1.25 µM | Tocris |
| SB431242 | Inhibitor of TGFβ signalling | 10 µM / 2.5 µM | Sigma |
| Compound E | Inhibitor of Notch signalling | 0.1 µM / 0.5 µM /1 µM | Calbiochem |
| y-Secretase Inhibitor I | Inhibitor of Notch signalling | 50 nM / 100 nM | Calbiochem |

**Supplementary Table S1: small molecules**

# Supplementary material for: Cell fate decisions of human iPSC-derived bipotential hepatoblasts depend on cell density
**Source:** PLoS One. 2018 Jul 10;13(7):e0200416. doi: 10.1371/journal.pone.0200416
**Supplement:** S2 Table

**Supplementary Table S2: Antibodies**

| Antibody | Company | Order Number | dilution |
| --- | --- | --- | --- |
| Rabbit anti AFP | Sigma | HPA023600 | 1:200 |
| Mouse anti Albumin | Sigma | A6684-.2ml | 1:500 |
| Mouse anti CDX2 | Santa Cruz | Sc-166830 | 1:200 |
| Mouse anti CFTR | Abcam | ab2784 | 1:500 |
| Rabbit anti CK19 | Novus Biologicals | NB100-687 | 1:100 |
| Rabbit anti E-Cadherin | CST | 3195 | 1:200 |
| Guinea pig anti GFAP | SySy | 173004 | 1:500 |
| Rabbit anti HNF4A | Abcam | 92378 | 1:250 |
| Goat anti OPN | R&D | AF1433 | 1:150 |
| Rabbit anti SLC10A2 | Sigma | HPA004795-100µl | 1:200 |
| Rabbit anti SOX9 | Millipore | AB5535 | 1:400 |

# Supplementary material for: Cell fate decisions of human iPSC-derived bipotential hepatoblasts depend on cell density
**Source:** PLoS One. 2018 Jul 10;13(7):e0200416. doi: 10.1371/journal.pone.0200416
**Supplement:** S3 Table

**Supplementary Table S3: Primer Sequences**

| Gene | Sequence 5'-3' | Product size [bp] |
| --- | --- | --- |
| sAFP | AGCAGCTTGGTGGTGGATGA | 88 |
| asAFP | CCTGAGCTTGGCACAGATCCT |  |
| sALB | AGCTGTTATGGATGATTTCGCAG | 77 |
| asALB | CCTCGGCAAAGCAGGTCTC |  |
| sCEBPA | GGTGGACAAGAACAGCAACGA | 136 |
| asCEBPA | GTCATTGTCACTGGTCAGCTC |  |
| sCK18 | GAGGTTGGAGCTGCTGAGAC | 99 |
| asCK18 | CAAGCTGGCCTTCAGATTTC |  |
| sCK19 | CCGCGACTACAGCCACTACT | 100 |
| asCK19 | ATTGTCGATCTGCAGGACAATC |  |
| sCYP3A4 | GTGACTTTGCCCATTGTTTAGAAAG | 79 |
| asCYP3A4 | CAGGCGTGAGCCACTGTG |  |
| sFOXA2 | TTCAGGCCCGGCTAACTCTG | 97 |
| asFOXA2 | CCTTGCGTCTCTGCAACACC |  |
| sHNF4A | GTGCGGAAGAACCACATGTACTC | 102 |
| asHNF4A | GAAGCATTTCTTGAGCCTGCAGTA |  |
| sOPN | GTGGCCACATGGCTAAACCCT | 74 |
| asOPN | GACTTACTTGGAAGGGTCTGTGG |  |
| sPROX1 | AGGGCTCTGAACATGCACTAC | 126 |
| asPROX1 | AGGATCAACATCTTTGCCTGC |  |
| sRPS16 | GCTATCCGTCAGTCCATCTCCAA | 73 |
| asRPS16 | CCTTCTTGGAAGCCTCATCCAC |  |
| sSOX9 | GACTTCTGAACGAGAGCGAGA | 125 |
| asSOX9 | CCCGTTCTTCACCGACTTCCT |  |

# Supplementary material for: Cell fate decisions of human iPSC-derived bipotential hepatoblasts depend on cell density
**Source:** PLoS One. 2018 Jul 10;13(7):e0200416. doi: 10.1371/journal.pone.0200416
**Supplement:** S6 Table

**Supplementary Table S6: Selected GO categories up- and down regulated in EDECs versus HLCs**

| **GO-Categories up-regulated in EDECs vs. HLCs** |  |  |  |  |
| --- | --- | --- | --- | --- |
| Term | Count | % | PValue | selected genes |
| regulation of apoptosis | 219 | 6.96 | 1.02E-12 | MEF2C, HRAS, PTGS2, STAT5A, GDF5, STAT5B, ADORA1, BAK1, MAP3K5, BDNF, HTRA2 |
| cell motion | 137 | 4.35 | 5.24E-10 | PVR, EDN3, PDGFB, PTGS2, PLXNA2, S100A9, L1CAM, TNFSF12, TGFB2, NRCAM, BDNF, CD44 |
| apoptosis | 158 | 5.02 | 3.31E-08 | MEF2C, MEF2A, HRAS, TSPO, FASTKD1, MRPL41, GRIK2, TNFSF12, PMAIP1, FOXO3, MRPS30 |
| cytoskeleton organization | 122 | 3.88 | 3.45E-08 | CEP72, BMP10, HRAS, PDGFB, PDLIM7, S100A9, PDLIM3, TTN, TTL, ANK1, TUBG1 |
| intracellular signaling cascade | 290 | 9.22 | 6.66E-08 | EDN3, RP1, HRAS, ADCY2, STAT5A, EDN1, STAT5B, ADORA1, MAP3K5, S1PR1, STAC |
| regulation of cell migration | 59 | 1.87 | 7.70E-08 | RTN4, BMP10, EDN3, PDGFB, PDGFA, F2RL1, EDN1, ADORA1, TGFB2, S1PR1, SERPINE2 |
| induction of apoptosis | 94 | 2.99 | 1.37E-07 | PREX1, ZMAT3, TLR2, TNFSF12, FOXO3, PMAIP1, DAXX, ADORA1, PRDX1, ARHGAP4, BAK1 |
| regulation of cell proliferation | 191 | 6.07 | 5.27E-07 | EDN3, RARRES3, BMP10, HRAS, S100A6, NOG, RARRES1, CNOT8, PDGFB, PTGS2, PDGFA |
| positive regulation of developmental process | 82 | 2.61 | 7.78E-07 | ZNF488, BMP10, MSR1, PDLIM7, STAT5A, GDF5, STAT5B, NFKB1, TNFSF12, FOXO3, GLI2 |
| cell adhesion | 170 | 5.4 | 2.29E-06 | MPZL3, PVR, CADM3, CADM4, MPZL2, CASK, L1CAM, EDIL3, MEGF10, NRCAM, CDH22 |
| cell proliferation | 109 | 3.46 | 5.17E-05 | TUSC2, STIL, BMP10, TSPO, PDGFB, PDGFA, OSMR, IL15, TGFB2, ISG20, BAK1 |
| regulation of cell development | 57 | 1.81 | 2.51E-04 | RTN4, ZNF488, NOG, LZTS1, EDN1, LRRC4C, GLI2, TTL, TGFB2, NRCAM, METRN |
| response to oxidative stress | 47 | 1.49 | 4.59E-04 | MICB, PXDN, GEDEC, PTGS2, PML, TLR4, RRM2B, BCL2L1, CCL5, GCLM, PRDX1 |
| response to hormone stimulus | 89 | 2.83 | 7.59E-04 | ADCY2, PTGS2, PDGFB, PDGFA, STAT5A, LEPR, STAT5B, RHOQ, CUZD1, RPE65, AQP1 |
| positive regulation of cell development | 22 | 0.7 | 0.006 | ZNF488, LIMK1, TNFRSF12A, PLXNB2, MAP1B, DLL3, SMAD3, CDH4, NUMBL, EPHB2, TGFB2 |
| regulation of cell cycle | 75 | 2.38 | 0.012 | MAD1L1, DYNC1LI1, EDN3, PTGS2, STAT5A, EDN1, STAT5B, MOV10L1, TGFB2, BAK1, SBDS |
| cell-cell adhesion | 64 | 2.03 | 0.012 | PVR, PCDHA7, CADM3, MPZL2, CLSTN1, L1CAM, NRCAM, CDH22, PCDH1, CD44 |
| cell-cell signaling | 126 | 4 | 0.015 | TUSC2, SYT1, EDN3, KCNC4, GABRB3, PDGFA, GRIK2, IL18, LTBP4, GDF5, S100A9 |
| cell cycle arrest | 28 | 0.89 | 0.016 | PML, SESN2, MLF1, TGFB2, CDKN2A, MACF1, CDKN2B, PCBP4, CDC123, THBS1, MYC |
| regulation of transcription factor activity | 27 | 0.86 | 0.028 | TNF, MTDH, CYTL1, TLR2, NFKBIA, TLR4, CDKN2A, SMARCB1, GTF2A2, TICAM1, PYCARD |
| **GO-Categories down-regulated in EDECs vs. HLCs** |  |  |  |  |
| Term | Count | % | PValue | selected genes |
| regulation of transcription | 545 | 17.87 | 2.01E-08 | ZNF57, RORA, ZNF253, CTNNB1, MAGED1, APP, CDCA7, MED28, PHTF2, ZNF397, ZNF396 |
| cell cycle phase | 114 | 3.74 | 1.20E-07 | PRC1, DBF4, KNTC1, TTK, PTTG1, FOXO4, APP, RAD21, OIP5, CDCA2, CCNA2 |
| tube development | 67 | 2.2 | 1.66E-06 | GNA13, NRP1, PGF, PDGFA, LMO4, TP63, GJA5, GLI3, LGR4, CTNNB1 |
| enzyme linked receptor protein signaling pathway | 94 | 3.08 | 1.87E-06 | MPZL1, NRTN, NRP1, IL6ST, PDGFA, LTBP3, GDF6, SHOC2, FOXO1, FSTL1, FOXO4 |
| cell cycle process | 137 | 4.49 | 1.31E-05 | CDC25C, CDKN3, SMC2, CENPJ, SMC4, CDC25B, CCNB1, MPHOSPH9, CCNB2, CIT, BARD1 |
| chromosome organization | 119 | 3.9 | 2.96E-05 | HIST2H2AA3, HMGN2, RBM4, MORF4L2, PTTG1, CBX5, TLK1, ACIN1, CDCA5, H1F0, SATB1 |
| response to extracellular stimulus | 62 | 2.03 | 5.75E-05 | ARSB, CYP24A1, PPARA, KYNU, IL6ST, PDGFA, IGFBP7, PPARG, AQP3, FOS, CCNE1 |
| response to endogenous stimulus | 100 | 3.28 | 1.05E-04 | CGA, ADCY7, PDGFA, PGF, RBM4, FOXO1, FOXO4, CTNNB1, CTTNBP2, APOA2, EIF4EBP2 |
| cellular response to stress | 132 | 4.33 | 1.28E-04 | XRCC4, ZAK, RBM4, MORF4L2, PTTG1, FOXO4, APOA4, NONO, MUTYH, RAD21, MDFIC |
| cell proliferation | 104 | 3.41 | 3.04E-04 | LMO1, ZAK, PDGFA, PGF, ENPEP, CLK1, CTNNB1, DAB2, APOA1, GAB1, TGFBI |
| BMP signaling pathway | 18 | 0.59 | 5.85E-04 | BMP4, USP9Y, SMAD6, USP9X, GDF6, SMAD5, BMPR2, SMAD4, FSTL1, GREM2, MSX2 |
| TGFβ receptor signaling pathway | 22 | 0.72 | 6.65E-04 | FUT8, PDGFA, USP9Y, LTBP3, KLF10, CREB1, TGFBR1, SMAD6, USP9X, SMAD5, COL3A1 |
| cell adhesion | 149 | 4.89 | 0.003 | ITGB3BP, LYPD3, CADM1, NELL2, POSTN, PNN, CTNNB1, APOA4, CD47, APP, DAB1 |
| DNA metabolic process | 109 | 3.57 | 0.008 | XRCC4, DBF4, RBM4, MORF4L2, PTTG1, MCM10, NONO, MUTYH, RAD21, PMS1, ESCO1 |
| Wnt receptor signaling pathway | 33 | 1.08 | 0.026 | WNT5A, NKD2, PPM1A, CTNND1, TCF7L2, CALCOCO1, CPZ, CTNNB1, WNT3, WISP1, SOSTDC1 |
| fat cell differentiation | 16 | 0.52 | 0.03 | CEBPA, ALDH6A1, SOCS1, PPARG, RUNX1T1, TTC8, TCF7L2, SIRT1, PPARGC1A, PEX11A, LAMA4 |
| steroid hormone receptor signaling pathway | 17 | 0.56 | 0.032 | GRIP1, RBM4, MED12, FHL2, ARID1A, MED13, PPARGC1A, CALCOCO1, BRCA1, CTNNB1, NRIP1 |
| posttranscriptional regulation of gene expression | 48 | 1.57 | 0.033 | EIF4E3, CPEB2, RBM3, EIF5, PRKDC, PAIP2B, ZFP36L1, ASGR2, ZFP36L2, TNFRSF1B, APP |
| cell motion | 98 | 3.21 | 0.035 | GNA13, CTHRC1, NRTN, LYPD3, HMGCR, ENPEP, MYLIP, PRKG1, CTTNBP2, APP, APOB |
| regulation of cell development | 46 | 1.51 | 0.045 | IRX3, XRCC4, NBN, NRP1, PPARG, SOX5, KIT, TTC3, ROBO1, SEMA3F, S1PR5 |

# Supplementary material for: Cell fate decisions of human iPSC-derived bipotential hepatoblasts depend on cell density
**Source:** PLoS One. 2018 Jul 10;13(7):e0200416. doi: 10.1371/journal.pone.0200416
**Supplement:** S9 Table

**Supplementary Table S9: Selected GO categories up- and down regulated in EDECs with y-secretase inhibitor versus untreated EDECs**

| **GO-categories up-regulated in EDECs with y-secretase inhibitor vs. EDECs** |  |  |  |  |
| --- | --- | --- | --- | --- |
| Term | Count | % | PValue | Genes |
| regulation of chromosome organization | 8 | 0.99 | 3.39E-04 | PIF1, TNKS, ESPL1, TLK1, PPARGC1A, POT1, TERF1, TNKS2 |
| cellular macromolecule localization | 35 | 4.33 | 7.64E-04 | GRPEL2, OXA1L, AP1G1, NAPB, CTNNB1, GCKR, TRAK2, CEP57, EXOC4, CHM, PEX14 |
| intracellular transport | 49 | 6.06 | 9.68E-04 | GRPEL2, ATL2, AP1G1, WASF2, TAPBP, HOOK1, TRAK2, DDX25, VPS4B, DNAJC6, RANBP1 |
| regulation of telomere maintenance | 5 | 0.62 | 0.002 | PIF1, TNKS, POT1, TERF1, TNKS2 |
| DNA replication | 18 | 2.23 | 0.007 | GINS1, CLSPN, POLK, POLI, MRE11A, GINS4, NFIX, RRM2B, SIRT1, POT1, CDC25A |
| cell cycle | 51 | 6.31 | 0.009 | CCNT2, GAS2L3, CLSPN, ZAK, E2F8, TTN, SART1, CTNNB1, CDCA2, VPS4B, RANBP1 |
| regulation of DNA metabolic process | 12 | 1.49 | 0.016 | FAM175A, PIF1, MRE11A, PDGFRA, TP53, RNF168, TNKS, CD40, GLI2, POT1, TERF1, TNKS2 |
| vesicle-mediated transport | 38 | 4.7 | 0.025 | CCL3, MSR1, ATL2, PDLIM7, AP1G1, GULP1, WASF2, NAPB, SCARF1, TAPBP, CTNNB1 |
| positive regulation of developmental process | 21 | 2.6 | 0.032 | B4GALT1, MSR1, PDLIM7, IL6R, SOCS5, GLI2, VASH2, NTN1, SHH, SART1, CTNNB1 |
| lipopolysaccharide-mediated signaling pathway | 3 | 0.37 | 0.088 | IRAK2, MAPK14, STAT1 |
| **GO-Categories down-regulated in EDECs with y-secretase inhibitor vs. EDECs** |  |  |  |  |
| Term | Count | % | PValue | Genes |
| cell-cell signaling | 65 | 6.47 | 5.55E-07 | NAMPT, INSL3, CGA, HNF1B, NRP1, SYT4, FAM3B, LTBP4, SLC6A4, EDN1, FASLG |
| tube development | 33 | 3.29 | 7.42E-07 | WNT5A, RBP4, NRP1, EDN1, GDNF, GLI1, SEMA5A, WNT4, BDNF, GPC3, HAND1 |
| embryonic organ development | 28 | 2.79 | 1.21E-06 | RBP4, EDN1, COL2A1, TCF7L2, ARNT, GLI1, GATA2, OSR2, CHRNA9, HAND1, HOXA7 |
| cell adhesion | 69 | 6.87 | 6.78E-06 | NRP2, CADM3, NRP1, CLSTN3, BCAN, CUZD1, POSTN, FER, CDH22, ARHGAP6, VNN1 |
| regulation of cell proliferation | 70 | 6.97 | 1.52E-04 | NAMPT, XRCC4, NRP1, PTGS2, EDN1, MITF, MMP7, SCGB1A1, FLT3LG, GLI1, EDNRB |
| sterol transport | 10 | 1 | 1.64E-04 | APOA2, APOB, MSR1, CD36, APOA1, APOC1, APOC2, CFTR, CETP, AKR1C1 |
| positive regulation of developmental process | 31 | 3.09 | 4.86E-04 | XRCC4, MSR1, FST, KITLG, ARNT, GATA2, APOB, BDNF, VNN1, NOS3, ROBO2 |
| anion transport | 19 | 1.89 | 0.001 | GABRA2, FXYD3, GABRA6, ENPP3, GLRA2, SLC34A1, CFTR, SLC26A1, ANKH, SLC34A2, BEST1 |
| positive regulation of cell differentiation | 26 | 2.59 | 0.001 | XRCC4, MSR1, KITLG, ARNT, APOB, BDNF, VNN1, ROBO2, INPP5D, RUNX2, LPL |
| Wnt receptor signaling pathway | 16 | 1.59 | 0.008 | WNT5A, RARG, MITF, CXXC4, TLE2, TCF7L2, CALCOCO1, FZD10, WNT7B, WNT4, WNT3 |
| lipid transport | 15 | 1.49 | 0.034 | RBP4, SLC27A1, MSR1, ATP10B, APOC1, APOC2, CFTR, STARD3, APOA2, APOB, CD36 |

How the deposited data were processed for this re-analysis (not part of the article)

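Gene expression was measured on 4 Affymetrix PrimeView arrays of the human ESC line H1, with 1 array each for undifferentiated ESCs, HLCs, EDECs and EDECs treated with 100 nM γ-secretase inhibitor I. The deposited values are log2 signals per probe set, made by the authors with RMA according to the submitters' processing notes (version not stated). For HLCs, EDECs and treated EDECs, the values raised as powers of 2 equal the signal columns in the held parts of Tables S7 and S10 within 7.08e-06 on the log2 scale. The arrays had median log2 signals of 6.20 (ESCs), 6.23 (HLCs), 6.21 (EDECs) and 6.21 (treated EDECs). On 13.0% of the probe sets the EDEC and treated EDEC arrays held equal values, as the median polish of RMA can give.

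Probe sets with 1 gene symbol were used for genes, and probe sets with several symbols or none in the reference used here were left out of the gene results. A gene with several probe sets (11826 of 18244) was given by the probe set with the highest mean log2 signal over the 4 arrays. Background levels were taken from the authors' detection p at 0.05 in Tables S7 and S10, of which the first rows only are held here, so no overlap or enrichment with these tables was tested. A gene entered a comparison where it was above background on at least 1 of the compared arrays. The 2 main comparisons were EDECs minus HLCs and treated minus untreated EDECs, and since each condition has 1 array the results are differences and counts without a test. For the counts of expressed genes, any probe set above background sufficed. Clustering used average linkage on 1 minus Pearson's r over all probe sets.

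The 43 gene lists, the alternatives and the rule for named genes were set before the deposited array values were examined, but after the paper's figures and the first rows of Tables S7 and S10, which list the largest ratios of these arrays, had been seen. The rule took every gene that the paper names for these arrays in its text, Fig. 6D, Fig. 7A or Fig. 7C, and for each main comparison the 10 genes with the largest difference in each direction among genes with at least 2 probe sets that all passed 1.5-fold in the same direction. It also took up to 4 members of each gene list with the largest absolute difference. Genes printed in Fig. 7C were copied from the picture. Genes named only as below background in the pathway lists and the genes of the tests of explanations were chosen after their values were seen. The random lists were drawn from 20 bins of mean expression.

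The alternatives were other fold thresholds (2-fold and a lower one), the mean of all probe sets of a gene, no background filter, a detection p of 0.01, 1 common background level, the brightest probe set deciding expression, values quantile normalized again, values centred on each array's median, other sets of probe sets, Spearman's rho and Euclidean distance. The methods were tested on simulated data built on the 18244 genes. The noise was normal, with a spread taken from the differences of both EDEC arrays, and the changed genes lay well above background. Variation between dishes or replicate arrays was not simulated, so false calls from it cannot be seen here. In both comparisons all 50 genes changed 2-fold, and likewise all 50 changed 3-fold, 4-fold or 6-fold, passed the threshold, and 0 of 12125 and 0 of 12023 unchanged genes did. Of 200 unshifted lists of 20 genes, 5.5% and 3.5% fell outside the central 95% of random lists. The ESC array served for the clustering and as a reference level. The qRT-PCR, immunocytochemistry and enzyme assays of the paper and the iPSC derived cells were not analysed here. Some genes of the lists are not reported here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.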

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

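The tests of explanations in this part, for the hepatocyte, placental and inflammatory genes, were chosen only after the results were seen. The genes and lists below stand out because most of them lie outside those that the paper's text and figures discuss for these arrays and because the higher of the compared arrays stands above the ESC array. Tables S6 or S9 name some of them under GO terms, such as EDN1, COL3A1, POSTN, CGA, TNF and PTGS2, and Fig. 7C prints 1 gene of the plasma protein list, 1 of the trophoblast list and 2 of the inflammatory list.

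Plasma protein genes of hepatocytes were lower in treated than in untreated EDECs in 8 of 10, among them FGA (-1.87 on the log2 scale), FGB (-2.08) and FGG (-2.19), at a list median of -1.18, or -0.22 with no background filter. The medians of the 200 genes nearest in signal to each of the 10 list genes lay between -0.013 and 0.020. After subtracting them the median of the list was -1.18, so the list differed from genes of like signal. This cannot decide on the arrays' normalization. RMA makes such medians small in advance, and the list was flagged because it lay outside random lists matched on expression, which the comparison repeats. Cells of the whole HLC culture's profile left in the untreated dish stay open as an explanation. Of the 8 listed genes lower in treated EDECs, 6 need a share of such cells of 17.0% to 60.3%. Among 2079 genes with an HLC log2 signal of at least 10, the 10 that kept the least stood in untreated EDECs at or below 10.2% of their HLC signal. They ran from CGA at 1.25%, KRT23 at 3.38% and HOPX at 3.51% up to KCNMA1, LRP2 and LUM at 10.0% to 10.2%. In the untreated EDECs KRT23 was close to background and HOPX below it. The limit of 10.2% was set after the results were seen, and its count of 10 is fixed by its definition, so it cannot decide the question. It replaced an earlier one, 10 genes below 7.95%, under which 4 genes had left the explanation open. Fewer hepatocyte-like cells in the treated dish and an effect of the inhibitor on these genes were not tested and stay open, since each array holds the RNA of a whole dish. Some matrix genes were lower as well, with COL3A1 at -2.26, POSTN at -1.84 and HAPLN1 at -1.32.

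Of 11 trophoblast markers 6 were higher in HLCs than in EDECs, at a median of -0.60 (EDECs minus HLCs; -0.26 with the genes below background at their bound). CGA, which encodes the shared subunit of the glycoprotein hormones, was 80.2-fold higher in HLCs in its single probe set, the syncytin gene ERVW-1 at least 5.30-fold and HAND1 6.38-fold. In 3 list genes higher in HLCs, ERVW-1, GATA3 and TFAP2C, all of the 2 or 3 probe sets were at least 1.5-fold higher there. For these 3 genes this argues weakly against a probe set that also binds another transcript. The brightest probe set was higher by the choice of the genes, so only the others could differ, and shared target sequence was not checked. That explanation stays open for the other 3, CGA, INSL4 and HAND1, which have a single probe set each. Trophoblast-like cells in the HLC culture stay open as an explanation, since 6 of 11 trophoblast list genes were higher in HLCs and 2 were higher in EDECs, PSG5 by 7.75-fold and PSG2 by at least 1.23-fold. KRT7 is also a cholangiocyte marker of the lists.

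Of 16 inflammatory genes 15 were at least 1.5-fold higher in EDECs than in HLCs, and of 17 p53 target genes 10, while the other genes were within 1.5-fold, and the list medians were 1.326 and 0.73. TNF was 11.9-fold higher, the prostaglandin synthase gene PTGS2 7.76-fold, IL6 4.75-fold, and among the p53 targets CDKN1A, an inhibitor of the cell cycle, 2.45-fold and TP53I3 2.50-fold. The medians of the 200 genes nearest in signal to each of the 33 genes of both lists lay between -0.019 and 0.11. After subtracting them the median of both lists together was 0.90. The arrays' normalization cannot be judged from this, for the reasons given for the plasma protein genes. Dissociation and replating of the EDECs cannot be told apart from their low density, since both EDEC arrays come from replated cells, and the treated EDECs stood above the HLCs with an inflammatory median of 1.39. An effect of low density itself was not tested.

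The median of the YAP/TAZ target genes was 0.66 and that of the interferon response genes 0.71, EDECs minus HLCs. Of the genes higher in EDECs, the log2 difference was 4.86 for GREM1, 3.92 for OXTR, 3.68 for PTGER4, 3.50 for HBEGF, 3.44 for EDN1 and 3.14 for LTBP2, where PTGER4 was below background in HLCs and its bound is at least 11.0-fold. Of the genes higher in HLCs, it was -4.83 for HOPX, -4.74 for VIT, -3.95 for MYO7A, -3.53 for MUC15, -3.45 for SLC40A1 and -3.43 for ADAMTS18, where HOPX, VIT and MYO7A were below background in EDECs and their bounds are at least 25.1-fold, at least 9.30-fold and at least 11.4-fold.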

How the results depend on the processing

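None of the alternatives here was chosen after the results were seen. No paired analysis was possible because each condition has 1 array. Signal over background limits the counts of expressed genes, since many of the genes found in 1 cell type alone lie close to the background level. Both EDEC arrays joined first and the ESCs last under every set of probe sets and distance tried. Of 624 differences of named genes, 518 moved little with the mean of all probe sets, 613 with centred arrays and 611 with a second quantile normalization, and with the probe sets of Fig. 7A 34 of 46 moved little. Under the first 3 of these no gene past 1.5-fold turned in direction, while 31, 2 and 5 smaller differences changed sign, KRT19 with the inhibitor among the 5 (-0.013). Of 86 medians of gene lists, 54 moved little with the mean of all probe sets, 58 with no background filter, 85 with centred arrays and 83 with a second quantile normalization. The cause was not tested for the values that follow, except that other fold thresholds count fewer or more genes by construction.

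With a 2-fold threshold, 606 genes were higher and 563 lower in EDECs than in HLCs, and 0 were higher and 43 lower in treated than in untreated EDECs. With the lower fold threshold, 2092 genes were higher in EDECs than in HLCs, and 125 were higher and 335 lower in treated EDECs. With the mean of all probe sets, 8 genes were higher and 94 lower in treated EDECs, and with no background filter 45 were higher. With the probe sets above background, Pearson's r was 0.790 for ESCs and HLCs, 0.797 for ESCs and EDECs, 0.946 for HLCs and EDECs, 0.936 for HLCs and treated EDECs and 0.994 for both EDEC arrays. With the probe sets of Fig. 7A these values were 0.353, 0.458, 0.946, 0.897 and 0.983. With 1 common background level, 43 genes were shared by HLCs and treated EDECs alone.

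Among lists outside the central 95% of random lists and genes past 1.5-fold, directions turned for the cholangiocyte markers with no background filter (median -0.026, EDECs minus HLCs), for ion and water channels with the mean of probe sets (-0.26) and for SOX17 with the probe set of Fig. 7A (0.21). Medians closer to 0 also changed sign, 10 of them with the mean of all probe sets, among these the growth factors, apoptosis regulators and Hedgehog genes with the inhibitor given below, and 1 with centred arrays, the Notch receptors and ligands (0.016, EDECs minus HLCs). With the mean of all probe sets, the medians of EDECs minus HLCs were -1.31 for plasma proteins, -1.71 for apolipoproteins, -0.59 for drug and steroid metabolism, -0.53 for guidance factors and -0.14 for ZNF genes. With no background filter they were -0.65 for plasma proteins, -0.023 for drug and steroid metabolism, 0.49 for growth factors, -0.49 for Hedgehog genes, 0 for developmental transcription factors, -0.63 for guidance factors and -0.065 for ZNF genes, whose median was also -0.065 with centred arrays. For treated minus untreated EDECs, the mean of all probe sets gave -0.97 for plasma proteins, -0.23 for apolipoproteins, 0.026 for growth factors, 0.035 for apoptosis regulators, 0.023 for G2 and mitosis genes, -0.054 for Hedgehog genes, -0.039 for WNT genes and -0.32 for guidance factors. No background filter gave -0.22 for plasma proteins, -0.18 for apolipoproteins, -0.13 for growth factors, -0.0033 for TGFβ and BMP genes, -0.22 for developmental transcription factors, -0.31 for guidance factors and -0.0015 for ZNF genes, for which a second quantile normalization gave -0.023.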

Differences from the paper's values

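For 6 genes of Fig. 6D, the paper's qRT-PCR values for H1 derived EDECs with γ-secretase inhibitor I relative to untreated EDECs were read by eye on the log2 scale, and the array values are from another assay. The paper's methods state that cRNA of the array preparation was also used in the qRT-PCR of H1 derived EDECs, with a single biological sample. How precise a reading by eye is was not assessed. For SOX9 the paper's value was about 1.4 in Fig. 6D, read by eye, and the array difference was 0.042. For KRT19 (CK19) the paper's value was about -0.3 in Fig. 6D, read by eye, against 0.031 on the arrays, and for KRT18 (CK18) about -0.4 in Fig. 6D, read by eye, against -0.052. For SPP1 (OPN) the paper's value was about -0.8 in Fig. 6D, read by eye, against -0.36, for CEBPA about -0.7 in Fig. 6D, read by eye, against -0.51, and for FOXA2 about -1.9 in Fig. 6D, read by eye, against -0.17. No alternative set before the data were examined brought any of these 6 differences to the paper's value. The array difference had the paper's direction for SPP1, CEBPA and FOXA2 under every alternative tried, while for SOX9, KRT18 and KRT19 it was close to 0 and differed in sign or was 0 under some of them. PROX1, which is also in Fig. 6D, was below background on the arrays.

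In the paper, qRT-PCR gives OPN, apart from the cells of 1 iPSC line, and CK19 as higher in EDECs than in HLCs, while on the H1 arrays SPP1 differed by -0.25 and KRT19 by -0.39, EDECs minus HLCs. The paper gives SOX9 as lower in EDECs than in HLCs by qRT-PCR, while its 3 probe sets were higher in EDECs by 0.71 to 1.26. The paper gives c/EBPα as higher in HLCs, in almost all cases without significance, FOXA2 as higher in most of the EDECs and CK18 as higher in EDECs, and the arrays had the same directions, with -2.62, 0.08 and 0.21. From the arrays, the paper gives SOX17 as higher in EDECs than in HLCs. Its probe set in Fig. 7A differed by 0.21 in that direction, the remaining probe sets by -0.09 and -0.75. For NOTCH3, given as higher in HLCs, 1 probe set differed by -0.96 and the other by 0.03. The paper gives CDX2 as negative in EDECs by RT-PCR, and its log2 signal on the EDEC array was 7.08, above the background level. It gives HLCs as positive for ALB by staining, and ALB and CYP3A4 as higher in HLCs than in EDECs by qRT-PCR. Both genes were below background on the HLC and EDEC arrays. By staining, which shows protein, the paper gives EDECs as negative for AFP and HLCs as nearly without SOX9 and OPN. The RNA signals on the arrays were above background, 10.78 for AFP in EDECs, 8.81 for SOX9 in HLCs and 12.70 for SPP1 in HLCs. For AFP RNA, the paper's qRT-PCR gives higher levels in HLCs than in EDECs, and the arrays had the same direction, at -2.00, EDECs minus HLCs.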

Other observations

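No test of an explanation is given in this part. Mesenchymal genes were higher in EDECs than in HLCs, 12 of 16 on the list and 0 lower, with a median of 1.28 (1.20 with bounds) at percentile 100 of the random lists. The hyaluronan receptor gene CD44 was 4.52-fold higher, CDH2, which encodes N-cadherin, 3.38-fold, and the transcriptional repressor genes ZEB2, SNAI2 and ZEB1 at least 2.56-fold, 2.09-fold and at least 1.60-fold. Epithelial junction genes were lower in EDECs in 6 of 17 and higher in 0, at a median of -0.42 and percentile 0.02, with the desmoplakin gene DSP 2.44-fold lower, the claudin gene CLDN3 2.01-fold and the plakophilin gene PKP2 1.81-fold. CDH1 (ECAD) was 1.46-fold lower, at a log2 signal of 12.14 in EDECs. Among YAP/TAZ target genes, 11 of 20 were higher in EDECs and 4 were lower, with ANKRD1 7.95-fold higher, the ectonucleotidase gene NT5E 6.53-fold and the tissue factor gene F3 3.37-fold. Endothelial markers were higher in 4 of 9 and lower in 0, among them KDR, a VEGF receptor gene, by 2.78-fold and TEK by 2.77-fold, at a median of 0.57. Interferon response genes were higher in EDECs in 8 of 15 and lower in 1, with IFIT2 5.61-fold and OAS3 2.32-fold higher and IFI6 4.30-fold lower, and in the treated EDECs their median was -0.40 against the untreated, with IFIT1 1.99-fold lower.

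In HLCs, the proteoglycan genes DCN and LUM of the stellate and mesothelial list were at least 9.97-fold and 9.84-fold higher, while LRAT of the same list was higher in EDECs. Of 11 genes of this list, 3 were higher in HLCs and 2 in EDECs, and the median was 0. Matrix genes differed both ways, 6 of 23 higher and 6 lower in EDECs, with COL6A3 5.57-fold and NID2 7.04-fold lower. Secreted factors of development and guidance were lower in EDECs in 10 of 18 and higher in 2, at a median of -0.90 (-0.58 with bounds, -0.53 with the mean of all probe sets), with the neuropilin gene NRP1 5.73-fold lower and EDN1, the member with the largest difference, 10.8-fold higher, and 8 of 15 developmental transcription factors were lower and 3 higher, with IRX3 at least 7.10-fold lower, while the median of that list was 0 with no background filter. Cholesterol synthesis genes were lower in EDECs in 5 of 13 and higher in 0, among them HMGCS1 by 2.23-fold and SQLE by 1.81-fold. Of 16 hypoxia and glycolysis genes, 4 were lower and 2 higher, with EGLN3, an oxygen sensor gene, 2.99-fold lower. Of 20 heat shock and unfolded protein response genes, 5 were higher in EDECs and 1 was lower, with CHAC1 3.89-fold and TRIB3 2.76-fold higher. The metallothionein gene MT2A was 4.48-fold higher in EDECs and HOXB2 at least 12.6-fold lower. Proteasome subunits, which process proteins for degradation, were within 1.5-fold in 27 of 28, and ribosomal protein genes in 67 of 68.

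Markers that the paper measured by staining, RT-PCR or qRT-PCR in HLCs and EDECs of several lines stood at these levels on the H1 arrays. ALB and CYP3A4 were below background in both HLCs and EDECs. CFTR was 1.43-fold higher in EDECs than in HLCs, and the cholangiocyte markers were higher in EDECs in 2 of 11 and lower in 0, at a median of 0.28 and percentile 98.2, whose sign turned with no background filter. In the treated EDECs CFTR was 1.51-fold lower than in the untreated. Urea cycle and amino acid genes were higher in EDECs in 2 of 7 and lower in 1, the carbamoyl phosphate synthase gene CPS1, by 2.06-fold. VIM had a log2 signal of 13.42 in EDECs and 12.12 in HLCs. In its brightest probe set GFAP stood at 6.46 in both EDECs and HLCs and at 6.77 in ESCs. The other GFAP probe sets lay between 3.28 and 5.62 in EDECs, most of them below background. Against the ESCs, the pluripotency genes had medians of -2.87 in HLCs and -3.07 in EDECs, and the plasma protein genes of hepatocytes 5.23 and 4.45 (3.92 and 3.43 with bounds).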
